# Histone chaperone HIRA complex regulates retrotransposons in embryonic stem cells

**DOI:** 10.1186/s13287-022-02814-2

**Published:** 2022-04-01

**Authors:** Miao Zhang, Xin Zhao, Xiao Feng, Xiao Hu, Xuan Zhao, Wange Lu, Xinyi Lu

**Keywords:** Embryonic stem cell, MERVL, Ubn2, Hira, Retrotransposon

## Abstract

**Background:**

Histone cell cycle regulator (HIRA) complex is an important histone chaperone that mediates the deposition of the H3.3 histone variant onto chromatin independently from DNA synthesis. However, it is still unknown whether it participates in the expression control of retrotransposons and cell fate determination.

**Methods:**

We screened the role of HIRA complex members in repressing the expression of retrotransposons by shRNA depletion in embryonic stem cells (ESCs) followed by RT-qPCR. RNA-seq was used to study the expression profiles after depletion of individual HIRA member. RT-qPCR and western blot were used to determine overexpression of HIRA complex members. Chromatin immunoprecipitation (ChIP)-qPCR was used to find the binding of H3.3, HIRA members to chromatin. Co-immunoprecipitation was used to identify the interaction between Hira mutant and Ubn2. ChIP-qPCR was used to identify H3.3 deposition change and western blot of chromatin extract was used to validate the epigenetic change. Bioinformatics analysis was applied for the analysis of available ChIP-seq data.

**Results:**

We revealed that *Hira*, *Ubn2*, and *Ubn1* were the main repressors of 2-cell marker retrotransposon MERVL among HIRA complex members. Surprisingly, Ubn2 and Hira targeted different groups of retrotransposons and retrotransposon-derived long noncoding RNAs (lncRNAs), despite that they partially shared target genes. Furthermore, Ubn2 prevented ESCs to gain a 2-cell like state or activate trophectodermal genes upon differentiation. Mechanistically, Ubn2 and Hira suppressed retrotransposons by regulating the deposition of histone H3.3. Decreased H3.3 deposition, that was associated with the loss of *Ubn2* or *Hira,* caused the reduction of H3K9me2 and H3K9me3, which are known repressive marks of retrotransposons.

**Conclusions:**

Overall, our findings shed light on the distinct roles of HIRA complex members in controlling retrotransposons and cell fate conversion in ESCs.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-022-02814-2.

## Background

Histone chaperones are responsible for the deposition and removal of histones in chromatin. Some of the histone chaperones demonstrate histone binding selectivity towards specific histone families or variants [1]. Histone chaperones actively participate in the regulation of gene expression and chromatin epigenetics by depositing specific histone variants and safeguarding genome stability [2, 3]. They are involved in various steps of DNA replication [4, 5], DNA damage repair [6, 7], recombination [8], cell cycle checkpoint activation [9], and telomere maintenance [10–13]. They are also critical to prevent the abnormal activation of retrotransposons, including LINEs, SINE and ERVs, which can be harmful to genome stability [14]. Daxx and Atrx, as well as histone H3.3 deposited by them, silence retrotransposons in both mouse and human [14–16]. Histone chaperone of H3.1, CAF-1 complex, represses MERVL and restricts embryonic stem cells (ESCs) from the acquirement of the 2-cell like state [17–19]. The facilitates chromatin transcription (FACT) complex, which mediates the deposition of H2A/H2B histones, suppresses the MERVL and cryptic transcription in mouse ESCs [20]. Another important histone chaperone is the HIRA complex, which mediates the installment of H3.3-H4 to nucleosome [21]. It consists of Hira, Ubn1/Ubn2, and Cabin1 [22, 23]. Asf1a supplies H3.3-H4 dimers to the HIRA complex during the replication-independent histone deposition [24]. HIRA complex specifically interacts with and deposits H3.3 through subunits Ubn1 and Ubn2 whereas the Hira subunit indirectly binds to H3.3 via its interaction with Ubn1/2 [25]. In contrast to Ubn1/2 and Hira, neither Cabin1 nor Asf1a, is required for the new H3.3 deposition by HIRA complex [26–28]. HIRA deposits H3.3 and maintains proper DNA replication and rRNA production in the zygote [29]. H3.3 and its deposition histone chaperones (Daxx and Atrx) were previously found in the regulation of retrotransposons [14, 30, 31], but it is still unclear whether HIRA complex and Asf1a take part in the silencing of retrotransposons and its role in regulating ESC potency.

Here, we studied the function of members of the HIRA complex in suppressing retrotransposons. Surprisingly, different HIRA members acted distinctly in silencing retrotransposons. Ubn2 repressed LINE1 and Class III ERVs including totipotency marker MERVL [32], and Hira mainly silenced Class I and Class II ERVs. Hira was enriched on Class I and II ERVs such as IAPs, which are enriched in ESCs [33], while its depletion affected the recruitment of H3.3. In contrast, Ubn2 was enriched on Class III ERVs, while its reduction influenced H3.3 deposition and H3K9 methylation. This study extends our understandings of the function of the HIRA complex in ESCs.

## Methods

### Cell culture

Feeder-free mouse E14 embryonic stem cells (mESCs) were cultured on 0.2% gelatin (G1890, Sigma) coated plates and in standard serum/LIF medium containing 15% fetal bovine serum (FBS; SH30070.03, Hyclone) and 10 ng/ml leukaemia inhibitory factor (Z03077, GenScript). HEK 293T cells were cultured in Dulbecco's modified Eagle's medium (12100–046, Gibco) supplemented with 10% FBS (04-001-1A, Biological Industries), on 6-well plates (703001, NEST Biotechnology). Trophoblast stem cells (TSCs) induction medium contain Roswell Park Memorial Institute (RPMI) 1640 medium (01-100-1ACS, Biological Industries) supplemented with 20% FBS (SH30070.03, Hyclone), 25 ng/ml human recombinant FGF4 (Z02984, GenScript), 1 μg/ml heparin (S12004, Yuanye Biotechnology), 1 mM Sodium Pyruvate (SP0100, Solarbio), 2 mM L-glutamine (Gibco), 1% Penicillin–Streptomycin (P1400, Solarbio) and 0.1 mM *β*-mercaptoethanol (Sigma).

### RNA extraction, reverse transcription and quantitative PCR (qPCR)

To extract the total RNAs, cells were collected and lysed with 500 μl RNAiso Reagent (B9109, Takara), followed by the addition of 100 μl chloroform. After centrifugation (14,000*g* for 15 min at 4 °C), the total RNAs in the supernatant were precipitated with isopropanol and dissolved in DEPC water (B501005, Sangon Biotech). The reverse transcription was performed with 1 μg DNase-treated total RNA using the HifairII 1st Strand cDNA Synthesis Kit (11121ES60, Yeasen) based on the manufacturer's instructions. Quantitative PCR (qPCR) was performed on the qPCR detection system (CFX384 Real-Time System, Bio-Rad) using Hieff qPCR SYBR Green Master Mix (11202ES08, Yeasen). Gene expression levels were normalized to those of *Gapdh*. The relative quantitative analysis in gene expression was analyzed by the 2^−ΔΔCt^ method. All samples were examined in triplicates. Primer sequences for qPCR analysis are listed in Additional file 1: Table S1, some of which have been described previously [20, 34, 35].

### shRNA-mediated gene knockdown

For gene knockdown, short hairpin RNAs (shRNAs) for luciferase (control) or target genes were designed by an online tool (http://sirna.wi.mit.edu/) and synthesized by Tsingke Biotechnology corporation. The shRNA sequences were cloned into pSUPER-puro vector expressing a puromycin-resistant gene and purified with a kit (D6943-02, Omega). mESCs were transfected with 1 μg plasmid using Polyjet (SL100688, SignaGen), according to the manufacturer's protocol. Transfected ESCs were selected under 0.9 μg/ml puromycin from 18 to 24 h after transfection. After 3 days of selection, cells were harvested for RNA extraction. Depletion efficiency was confirmed with RT-PCR. The sequences of shRNAs are listed in Additional file 1: Table S1.

### Establishment of ESC lines

The full-length mouse *Hira* and *Ubn2* coding regions were cloned into pCAG-3HA vector (hygromycin B resistance) and pLCH72-flag (puromycin resistance). The truncation of *Hira* (*Hira* ΔWD40) containing amino acids (a.a.) 373-1016 was cloned into pCAG-3HA vector. ESCs were transfected with 1 μg respective overexpression plasmids via PolyJet reagent (SL100688, SignaGen) following the manufacturer’s recommended protocol. The ESCs were continuously selected with 800 μg/ml hygromycin B or 1 μg/ml puromycin for 2 weeks to obtain a stable cell line.

To establishment of rescue ESC lines, we synthesized the sequence of synonymous mutation of shRNAs targeting sequences of *Hira*, *Ubn1* and *Ubn2*, and constructed rescue plasmid into pCAG-3HA vector by overlap PCR. The plasmids were transfected into WT ESC and screened with 800 μg/mL hygromycin B for 2 weeks to establish stable rescue cell lines of *Hira*, *Ubn1* and *Ubn2*.

### Western blot analysis

The ESCs were primarily lysed via cell lysis buffer (0.25% Triton X-100, 10 mM EDTA, 0.1 M NaCl). The cell nuclear lysis was extracted by SDS lysis buffer and denatured. The chromatin-associated protein was prepared for the analysis of modification of H3.3. The whole-cell protein was extracted via RIPA buffer (0415A21, LEAGENE) and contained protease and phosphatase inhibitors. Proteins were separated by sodium dodecyl sulphate–polyacrylamide gel electrophoresis (SDS-PAGE) gel and then blotted onto polyvinylidene fluoride (PVDF) membrane (A29566214, GE Healthcare Life Sciences). The membrane was blocked in 5% milk and incubated with the primary antibodies overnight at 4 °C, followed by HRP-conjugated secondary antibodies for 1 h at room temperature. HRP activity was detected by Luminol HRP Substrate (WBKLS0100, Millipore). Antibodies used for western blot were as follows: anti-Flag (1:5000, F1804, Sigma), anti-HA (1:5000, 30701ES60, Yeasen), anti-H3 (1:5000, 17168-1-AP, Proteintech), anti-*β*-Tubulin (1:5000, KM9003T, Sungene Biotech), anti-*β*-Actin (1:100,000, AC026, ABclonal), anti-H3K9me2 (1:5000, ab176882, Abcam), anti-H3k9me3 (1:100,000, ab176916, Abcam), anti-Hira (1:1000, A8461, ABclonal), anti-Ubn2 (1:1000, A10516, ABclonal), anti-Asf1a (1:1000, A6528, ABclonal), anti-Ubn1 (1:1000, sc-515340, Santa Cruz), anti-Cabin1 (1:1000, sc-514269, Santa Cruz), anti-Oct4 (1:2000, sc-5279, Santa Cruz), anti-Sox2 (1:2000, sc-365964, Santa Cruz), anti-Nanog (1:2000, sc-293121, Santa Cruz). Secondary antibodies used are goat anti-rabbit IgG-HRP (sc-2004, Santa Cruz) and anti-mouse IgG-HRP (sc-516102, Santa Cruz).

### Chromatin immunoprecipitation (ChIP) coupled qPCR

For chromatin immunoprecipitation (ChIP) analysis of H3.3, Hira, Ubn2, the ESC overexpressing cells were firstly crosslinked with 1% formaldehyde and then ceased with 0.2 M glycine. Chromatin was extracted following the previous method [36]. After sonication for soluble fragments, the cell lysis was incubated with protein G magnetic beads contained Flag-tag (B26102, Bimake). The enriched chromatin DNA was extracted for qPCR analysis.

### Protein co-immunoprecipitation (co-IP)

The Flag-tag and HA-tag plasmids expressing Ubn2 or Hira were transfected into HEK-293T cells via Polyjet, and cells were lysed by cell lysis buffer supplemented with protease inhibitors. 10% of whole cell lysate was reserved for western-blot detection, and the remaining whole cell lysate was incubated with Flag-tag magnetic beads. The beads were eluted and re-suspended with the SDS-PAGE loading buffer at 98 °C for 5 min. The protein samples were used for western blot analysis.

### RNA-seq and data analysis

For sample preparation, cells were used to extract total RNA from wild-type (WT) ESC, *Hira*, *Ubn1,* and *Ubn2*-depleted ESC. For the RNA-seq library preparation, total RNA (3 μg) was used. Library samples were subjected and sequenced to obtain. Each library was pair-end sequenced for > 40 million reads by GENEWIZ. For the analysis of RNA-seq data, Trim_galore was used to trim the adapters and low-quality 3’end sequences. STAR software [37] was used for the alignment to the Grcm38 reference genome with default parameters. TE transcripts and genes were annotated according to the Ensembl database with default parameters. The expression count matrix was obtained by FeatureCounts [38]. To visualize gene expression changes, differential gene expression analysis was carried out using DESeq2. Genes with expression fold change > 1.5 and adjusted *P* value < 0.05 from DEseq2 results were used for gene ontology (GO) analysis. DAVID online analysis [39] was used for Gene Ontology (GO) term enrichment as described [40]. Gene set enrichment analysis (GSEA) was done by gseapy [41].

### Analysis of ChIP-seq data

ChIP-seq data of the enrichment of H3.3, Hira, and Ubn2 were obtained from the GEO database (GSE117034) [25] and the following analysis methods were used to process. The adapter sequences and low-quality 3′ ends of reads were removed with Trim_galore software and sequencing reads were aligned to the house mouse reference genome (mm10 assembly) using Bowtie2 [42]. ChIP-seq signal enrichment was obtained by bamCompare from Deeptools [43]. ChIP signal heatmap and profile plot were also generated by plotHeatmap and plotProfile from Deeptools [43]. ChIP-seq peak calling was done using MACS2[44]. Homer software was used to analyze the distribution of peaks.

### Statistical analysis

qPCR results were analyzed by the Student’s *t* test and statistical analyses were performed using GraphPad Prism version 9.0. *P* < 0.05 was considered statistically significant, these significant differences were defined as *P < 0.05, **P < 0.01, or ***P < 0.001.

## Results

### HIRA complex members regulate retrotransposons

HIRA histone chaperone complex consists of Hira, Ubn1, Ubn2, and Cabin1, and interacts with Asf1a (Additional file 1: Fig. S1A). To study the function of members in HIRA, we depleted individual members by shRNAs. Our shRNAs could efficiently suppress the expression of HIRA complex members (Fig. 1a). The protein level of HIRA complex members could also be efficiently depleted by shRNAs (Fig. 1b). The reduction of each individual HIRA complex member did not affect the RNA expression of other members (Additional file 1: Fig. S1B–F). In addition, depletion of neither individual members of HIRA (*Hira*, *Ubn1*, *Ubn2,* and *Cabin1*) nor *Asf1a* obviously affected the expression of pluripotency genes (*Oct4*, *Sox2,* and *Nanog*) (Fig. 1c–g). Protein levels of pluripotency genes were neither influenced by the depletion of HIRA members (Fig. 1h). These results suggest that individual HIRA complex members are not required for pluripotency maintenance.

**Fig. 1:**
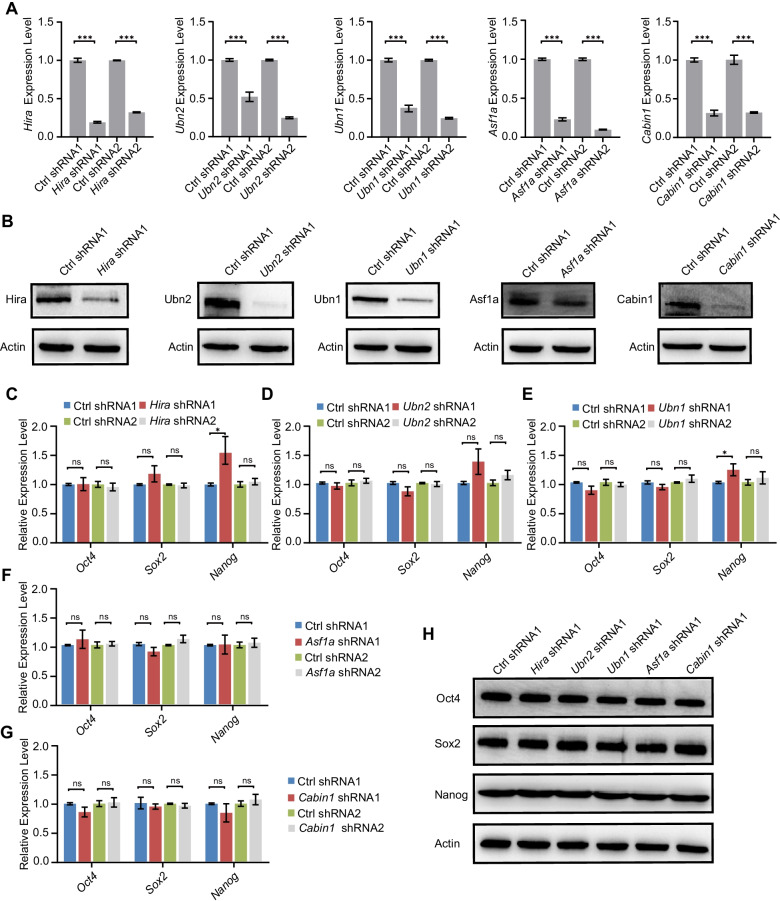
Depletion of HIRA complex members in ESCs. **a** qPCR analysis of the expression of *Hira*, *Ubn2/1*, *Asf1a,* and *Cabin1* after transfected with control shRNA and shRNAs against *Hira*, *Ubn2/1*, *Asf1a,* and *Cabin1*. The results were normalized to *Gapdh*. Data are represented as mean ± s.e.m. (*n* = 3 independent experiments). ***p < 0.001 in Student’s *t* test. **b** Western blot analysis of the indicated proteins in HIRA members and *Asf1a*-depleted ESCs. Actin was included as a loading control. **c**–**g** qPCR analysis of the expression level of pluripotency genes (*Oct4*, *Sox2,* and *Nanog*) in HIRA members *Hira* (**c**), *Ubn2* (**d**), *Ubn1* (**e**), *Asf1a* (**f**), and *Cabin1* (**g**)-depleted ESCs. The results were normalized to *Gapdh*. Data are represented as mean ± s.e.m. (*n* = 3 independent experiments). ns: non-significant, *p < 0.05 in Student’s *t* test. **h** Western blot analysis of the expression level of pluripotency genes (*Oct4*, *Sox2,* and *Nanog*) in HIRA members and *Asf1a*-depleted ESCs. Actin was included as a loading control

We further checked the expression of retrotransposons after depletion of HIRA complex members. The knockdown of *Hira*, *Ubn1,* or *Ubn2* resulted in the strong activation of retrotransposons to different extents (Fig. 2a–c). Interestingly, the depletion of *Ubn2* activated the highest RLTR4 and MERVL expression among different HIRA members (Fig. 2b) whereas the *Hira* decrement activated majority of retrotransposons we examined, including ERVB4_1B, IAPLTR3-int, LINE1 and MERVL (Fig. 2a). In comparison, inhibition of *Ubn1* expression led to only modest activation of retrotransposons such as RLTR4 and MERVL (Fig. 2c). The depletion of *Asf1a* or *Cabin1* affected fewer retrotransposons than *Ubn2*, *Hira* or *Ubn1* (Fig. 2d, e). *Asf1a* depletion caused slight activation of SINE B2 whereas *Cabin1* reduction weakly activated IAPLTR3-int (Fig. 2d, e). Interestingly, simultaneous depletion of *Hira* and *Ubn2* activated the both Hira- and Ubn2-targeting retrotransposons at the same time, implicating that influence of *Hira* and *Ubn2* is additive (Additional file 1: Fig. S2A, B). These data suggest that different members of the HIRA complex control distinct retrotransposon families in ESCs.

**Fig. 2:**
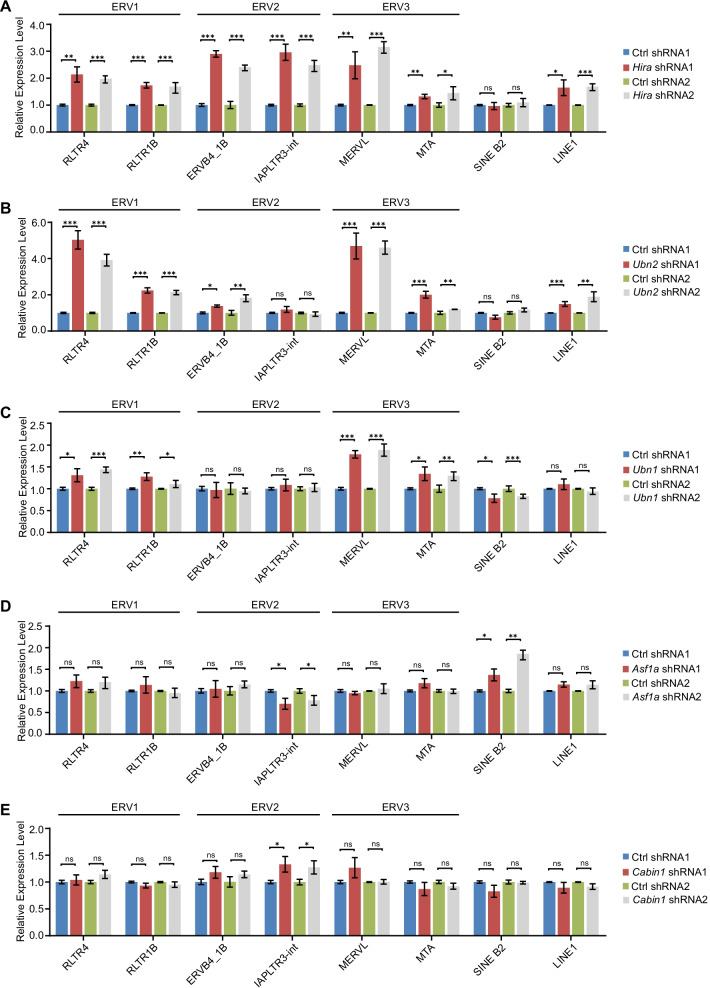
HIRA complex members regulate TE transcription. **a**–**e** qPCR analysis of different subfamilies endogenous retroviruses in *Hira* (**a**), *Ubn2* (**b**), *Ubn1* (**c**), *Asf1a* (**d**), and *Cabin1* (**e**)-depleted ESCs. The results in (**a**) to (**e**) were normalized to *Gapdh*. Data are represented as mean ± s.e.m. (*n* = 3 independent experiments) for the above qPCR results. ns: non-significant, *p < 0.05; **p < 0.01; ***p < 0.001 in Student’s *t* test

### Restoration of retrotransposon expression by overexpression of HIRA members

To further confirm the action of *Hira*, *Ubn1* and *Ubn2*, we established ESC lines overexpressing shRNA-resistant *Hira*, *Ubn1* or *Ubn2* by generating synonymous mutations at shRNA-target loci (Additional file 1: Fig. S3A). The introduction of shRNA-resistant form of these genes could efficiently maintain the expression level of *Hira*, *Ubn1* or *Ubn2* even after the treatment of ESCs with respective shRNAs (Fig. 3a–c; Additional file 1: Fig. S3B–D). The protein level of *Hira*, *Ubn1* and *Ubn2* could also be restored by overexpression of shRNA-resistant genes (Fig. 3d–f; Additional file 1: Fig. S3B–D). The expression of retrotransposons was also rescued by expressing shRNA-resistant forms of *Hira*, *Ubn1* or *Ubn2* (Fig. 3g–i). These results futher confirm the specific action of Hira, Ubn1 and Ubn2, excluding the possibility that the activation of retrotransposons is off-target effect of shRNAs.

**Fig. 3:**
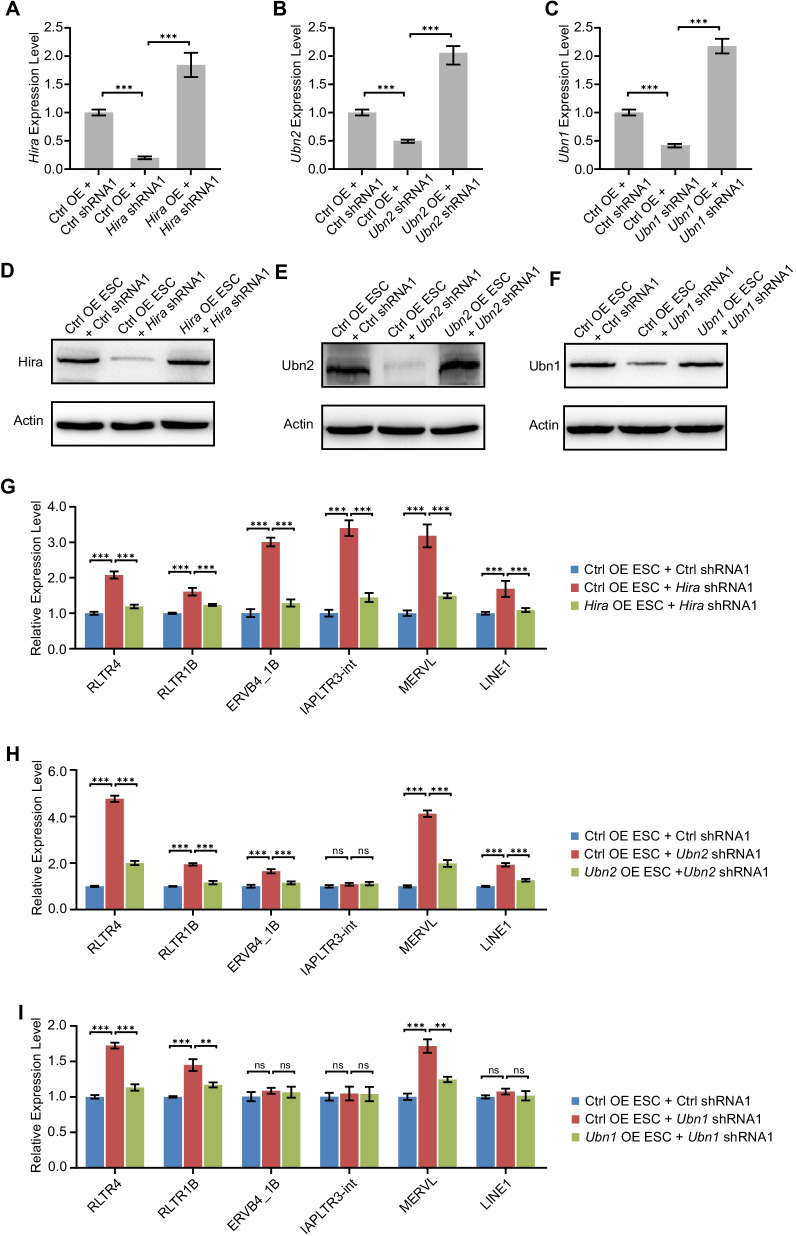
Overexpression of Hira or Ubn2 rescues the expression of retrotransposons. **a** The expression levels of *Hira* after transfected with *Hira* shRNA in control OE ESCs and *Hira* OE ESCs, as measured by RT-qPCR and normalized to *Gapdh* level; ***p < 0.001 in Student’s *t* test. **b** The expression levels of *Ubn2* after transfected with *Ubn2* shRNA in control OE ESCs and *Ubn2* OE ESCs, as measured by RT-qPCR and normalized to *Gapdh* level; ***p < 0.001 in Student’s *t* test. **c** The expression levels of *Ubn1* after transfected with *Ubn1* shRNA in control OE ESCs and *Ubn1* OE ESCs, as measured by RT-qPCR and normalized to *Gapdh* level; ***p < 0.001 in Student’s *t* test. **d**–**f** Immunoblot analysis of the expression of Hira (**d**), Ubn2 (**e**), or Ubn1 (**f**) after overexpression of Hira, Ubn2, or Ubn1. Actin was included as a loading control. **g**–**i** qPCR analysis of ERVs expression in *Hira* (**g**), *Ubn2* (**h**) and *Ubn1* (**i**) rescue ESCs lines. The results were normalized to *Gapdh*. Data are represented as mean ± s.e.m. (*n* = 3 independent experiments) for the above qPCR results. ns: non-significant, **p < 0.01; ***p < 0.001 in Student’s *t* test

### Hira, Ubn2, and Ubn1 have common and shared target genes

Given that Hira, Ubn2 and Ubn1 regulated more retrotransposons than Cabin1 and Asf1a, we subsequently performed RNA-seq to further study the function of *Hira*, *Ubn1*, and *Ubn2* in ESCs. 

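The RNA-seq experiment comprised 8 libraries, 2 from control ESCs and 2 each from ESCs depleted of Hira, Ubn1 or Ubn2. E14 ESCs, a mouse line kept here on gelatin in serum and LIF, were transfected with 1 µg of a plasmid expressing an shRNA. The paper names luciferase as the target of its control shRNA, while its RNA-seq methods and the sample labels call the control cells wild type. Puromycin removed untransfected cells for 3 days before RNA was extracted. The paper gives its dose as 0.9 µg/ml, from 18 to 24 h after transfection, whereas the sample labels give 1 µg/ml from 24 h. Libraries were made with an mRNA kit and sequenced from both ends. The authors trimmed the reads with Trim_galore, aligned them to GRCm38 with STAR and counted them on genes with featureCounts. They deposited these counts, without normalization, as 3 tables that each hold 1 knockdown beside the same control libraries.
Each table listed 55418 genes by symbol. Total counts were 21174666 and 32706053 in the control libraries, 31175762 and 20380337 after Hira depletion, 21940700 and 26789683 after Ubn1 depletion, and 21755772 and 19710040 after Ubn2 depletion. The 10 most abundant genes held between 5.27% and 6.07% of the counts in each library. The smallest share that 3 counts can show lay between 9.17e-06% and 1.52e-05% of a library, which covers counting error only. Log2 CPM correlated across genes at r = 0.996 between the control libraries and at 0.995 between the libraries of each depletion. Genes are not independent replicates, and replicates differed by more than counting noise, with a chi-square per degree of freedom of 6.30 in controls and 14.2 after Ubn2 depletion. Counts were scaled by edgeR's TMM method. With 2 libraries against 2, an exact permutation test cannot give a two-sided p below 0.333, so p-values come from models fitted across all genes.
The targeted genes were examined before any other gene. Hira, on chromosome 16 of GRCm38 from 18877037 to 18970309, had 94.1 ± 6.65 normalized counts scaled to library size (CPM) in control libraries and 10.2 ± 0.205 after Hira depletion (SD, n = 2 each). Its log2 fold change was -3.22 (standard error 0.10, adjusted p = 5.57e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ubn1, on chromosome 16 from 5050057 to 5086289, went from 48.8 ± 5.92 to 23.8 ± 0.0733 CPM after Ubn1 depletion (SD, n = 2 each). The log2 fold change of Ubn1 was -1.03 (standard error 0.12, adjusted p = 4.02e-07 from the same test). Ubn2, on chromosome 6 from 38433950 to 38524825, went from 51.2 ± 1.59 to 27.2 ± 3.93 CPM after Ubn2 depletion (SD, n = 2 each). The log2 fold change of Ubn2 was -0.90 (standard error 0.10, adjusted p = 7.2e-07). Among the alternatives, leaving out single libraries moved these values most, from -3.27 to -3.15 for Hira, from -1.16 to -0.89 for Ubn1 and from -1.05 to -0.76 for Ubn2. In a model with the replicate number as a block, the adjusted p was 5.8e-229 for Hira, 2.18e-19 for Ubn1 and 9.98e-17 for Ubn2. In that model, and in every other block fit of 2 groups, edgeR took gene variances wholly from their trend (infinite prior degrees of freedom). Its p-values and numbers of called genes are therefore not stronger evidence than those without the block. None of the 3 genes passed both thresholds in the depletion of another, although Ubn1 had a log2 fold change of 0.48 after Hira depletion (adjusted p = 0.000464).

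**Figure D1:**
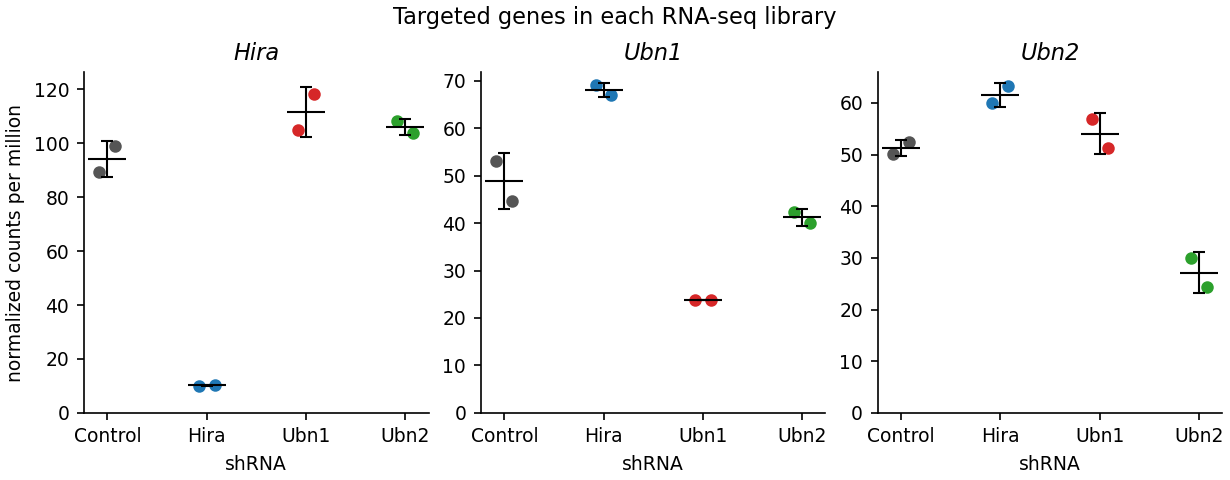
Normalized counts (CPM) of Hira, Ubn1 and Ubn2 in the 8 libraries, grouped by shRNA. Points are libraries, and horizontal lines and bars give the mean and SD of 2; in each panel the libraries of the matching shRNA lie lowest, at a mean of 10.2 for Hira, 23.8 for Ubn1 and 27.2 for Ubn2.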

*Hira* depletion caused the upregulation of 1503 genes and downregulation of 871 genes, whereas reduced *Ubn2* expression resulted in 1434 genes upregulated and 1143 genes downregulated (Fig. 4a, b). In contrast to the depletion of *Ubn2* and *Hira*, the disruption of *Ubn1* expression caused fewer genes with expression change (Additional file 1: Fig. S4). 

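Of the 19035 genes with enough counts to be tested after Hira depletion, 2050 were upregulated and 1027 downregulated. After Ubn2 depletion, 1748 of 18219 tested genes were upregulated and 1595 downregulated. These are genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a fold change over 1.5. The alternative that moved the counts most was the use of the adjusted p alone, which gave 3357 and 3287 genes after Hira depletion and 3645 and 3473 after Ubn2 depletion. DESeq2's Wald test, the paper's tool, gave fewer calls, 1391 and 831 after Hira depletion and 1338 and 1084 after Ubn2 depletion. With the replicate number as a block, 2191 genes were upregulated and 1101 downregulated after Hira depletion, and 1765 and 1595 after Ubn2 depletion. Deviations of same-numbered libraries from their group means correlated across 16066 genes at r = 0.131 between control and Hira libraries and at -0.0533 between control and Ubn2 libraries. With each library left out in turn, 1884 to 1931 of the genes upregulated after Hira depletion stayed past 1.5-fold, as did 1592 to 1654 of those upregulated after Ubn2 depletion. Genes with the 7-base seed match of Hira shRNA1 in their 3′ UTR had a median log2 fold change after Hira depletion that differed from that of other genes by -0.13.
Among called genes that averaged at least 1 CPM and had both knockdown libraries on the same side of both controls, the largest rise after Hira depletion was in Gm37416, on chromosome 2 from 16023108 to 16023425. Its log2 fold change was 3.73 (standard error 0.44, adjusted p = 1.71e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Samd9l rose by 3.35 on the log2 scale and Cpz by 3.31. Hira itself fell most, ahead of Gm28539, an annotated readthrough gene that overlaps Hira, with a log2 fold change of -2.75 (standard error 0.10, adjusted p = 5.26e-14). Adhfe1 followed with a log2 fold change of -2.11. After Ubn2 depletion, the highest fitted log2 fold changes were in Csrp3, Col3a1 and Hbb-bs, which had no counts in either control library, so their rank rests on the small count that edgeR adds. Against the 3-count floor, Csrp3 was at least 49.2-fold higher, Col3a1 at least 46.3-fold and Hbb-bs at least 24.4-fold, while Actc1, with counts in both controls, was 428-fold higher. The largest falls were in Stc1 (log2 fold change -3.71, standard error 0.50, adjusted p = 4.81e-06), Muc2 (-3.03) and Unc5a (-2.87).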

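After Ubn1 depletion, 282 of 18373 tested genes were upregulated and 286 downregulated in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With DESeq2's Wald test the counts were 159 and 136. A replicate block gave 357 and 376 genes, at a correlation of 0.0696 between the deviations of same-numbered control and Ubn1 libraries. By the same selection as for the other depletions, Zscan4-ps3, a pseudogene with close copies, rose most, with a log2 fold change of 2.64 (standard error 0.37, adjusted p = 1.25e-05), ahead of Platr15 at 2.55 and Gm20767 at 2.38. Spink10 fell most, with a log2 fold change of -2.64 (standard error 0.39, adjusted p = 2.94e-05), ahead of Gm11534 at -2.27 and Epha8 at -2.14. These 6 genes have no adjusted p from DESeq2, because their mean counts were under the 67.1 that its filter on low counts set for this comparison. Spink10 averaged 3.31 ± 0.274 CPM in controls and 0.541 ± 0.33 after Ubn1 depletion (SD, n = 2 each). With single libraries left out, Gm20767 ranged from 1.82 to 3.42 and Zscan4-ps3 from 2.31 to 2.94, so the order of the rises did not hold. Spink10 ranged from -3.41 to -2.08 and Epha8 from -2.86 to -1.72, so their order is uncertain as well.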

Since Hira, Ubn1, and Ubn2 all belong to the HIRA complex, they shared a set of common target genes (Fig. 4c, d). Among disrupted genes after depletion of *Hira* or *Ubn2*, 511 upregulated genes were common targets of both *Hira* and *Ubn2* while 278 downregulated genes were shared between *Hira* and *Ubn2* (Fig. 4c, d). 

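The genes upregulated after both Hira and Ubn2 depletion numbered 683, which is 33.3% of those upregulated after Hira depletion and 39.1% of those upregulated after Ubn2 depletion. If the calls were independent among the 18009 genes tested in both comparisons, 165 would be shared (odds ratio 9.65). Downregulated genes shared by both numbered 367, or 35.7% and 23.0% of each set, where independent calls would share 89.8 (odds ratio 7.28). DESeq2's Wald test, the alternative furthest from these counts, shared 474 upregulated and 267 downregulated genes. All 3 depletions had 138 upregulated and 77 downregulated genes in common. A further 83 genes were upregulated after Hira and downregulated after Ubn2 depletion, and 8 genes changed the opposite way. The same control libraries enter every call, which raises overlaps in the same direction without any shared effect.
Across these genes, the log2 fold changes after Hira and Ubn2 depletion correlated at r = 0.513. Both changes are measured against the same control libraries. With Hira set against one control library and Ubn2 against the other, the correlation was 0.386 or 0.394, depending on the assignment.

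**Figure D2:**
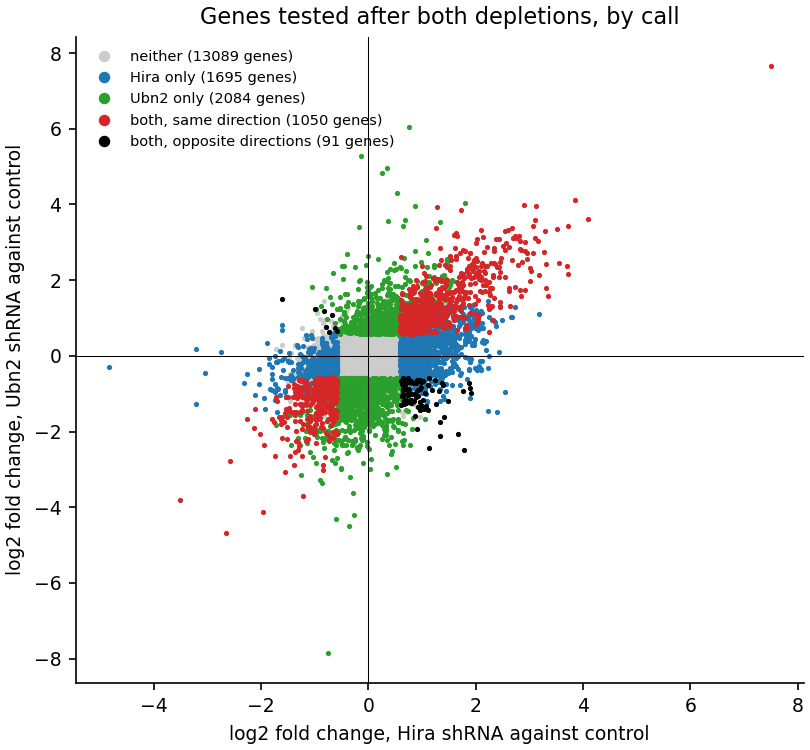
Log2 fold change after Hira depletion (horizontal) against that after Ubn2 depletion (vertical) for the 18009 genes tested in both comparisons. Each point is a gene, colored by its calls: 1050 genes changed in the same direction in both depletions, 91 in opposite directions, 1695 were called after Hira depletion only and 2084 after Ubn2 depletion only.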

Common upregulated targets of *Ubn2* and *Hira* were mainly related to cell adhesion, transcription regulation, development, and cell differentiation. 

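For cell adhesion, a list of 110 cadherin and protocadherin genes was followed, since the paper's text does not give the members of its ontology terms. After Hira depletion, 56 of the 61 tested members were higher and 35 were called upregulated. The median log2 fold change was 0.62 (adjusted p = 2.16e-17 from limma's camera test with Benjamini-Hochberg adjustment over 30 tests), and 0.62 with a replicate block (adjusted p = 1.02e-17). After Ubn2 depletion, 53 of 60 tested members were higher, with a median of 0.65 (adjusted p = 4.69e-11), and the block again gave 0.65 (adjusted p = 8.37e-11). Of 58 members tested in both comparisons, 25 were among the shared upregulated genes, where 2.2 would fall by chance (Fisher's exact test, adjusted p = 3.11e-19). That test counts members as independent genes, which clustered protocadherins are not, and it was not repeated without them. Clustered protocadherins share exons or have close copies, and 57 of the 110 members belong to these clusters. Without them, in an alternative added after the data were seen, the median of the 23 other tested members was 0.71 after Hira depletion (adjusted p = 8.9e-06 from camera) and 0.34 after Ubn2 depletion (adjusted p = 0.0747).
Outside the clusters, Fat1 went from 172 ± 2.00 CPM in controls to 293 ± 30.2 after Hira depletion (SD, n = 2 each). Its log2 fold change was 0.76 after Hira depletion (standard error 0.08, adjusted p = 4.47e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.09 after Ubn2 depletion (standard error 0.09, adjusted p = 3.92e-09). Cdh3 rose to 118 ± 2.44 from 42.5 ± 2.81 CPM after Hira depletion (SD, n = 2 each), and its log2 fold change after Ubn2 depletion was 0.04 (adjusted p = 0.737). Within the clusters, Pcdhgc3 had a log2 fold change of 0.67 after Hira depletion, and Pcdhga10 and Pcdhgb7 each had 0.68 after Ubn2 depletion.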

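Glycolysis was followed with a list of 24 genes, all of which were tested. All 24 were lower after Hira depletion, 12 of them called downregulated, with a median log2 fold change of -0.53 (adjusted p = 1.64e-15 from limma's camera test, and 2.67e-15 with a replicate block). After Ubn2 depletion, 22 were lower and 13 were called downregulated, with a median of -0.66 (adjusted p = 4.26e-15, and 3.54e-12 with the block). Of the 24, 9 were called downregulated in both depletions, where 0.489 would fall by chance (Fisher's exact test, adjusted p = 6.59e-09). Pgk1 had a log2 fold change of -0.97 after Hira depletion (adjusted p = 1.37e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.51 after Ubn2 depletion (adjusted p = 5.11e-12). Eno1 and its close copy Eno1b fell by 0.84 and 0.83 on the log2 scale after Hira depletion. Pfkp and Aldoc fell by 1.31 and 1.89 after Ubn2 depletion. After Ubn1 depletion, the median of the list was -0.13 (adjusted p = 5.81e-05) and no member was called.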

Common downregulated targets of *Ubn2* and Hira were enriched of genes in metabolic pathways and oxidation–reduction (Fig. 4e, f). Different from *Ubn2* and *Hira*, most of the *Ubn1*-target genes were shared with *Ubn2* or *Hira* (Fig. 4c, d). However, *Hira* or *Ubn2* regulated the majority of genes uniquely (Fig. 4c, d). 

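Of the genes upregulated after Ubn1 depletion, 241, or 85.5% (Wilson 95% interval 80.9% to 89.1%), were also upregulated after Hira or Ubn2 depletion. Of those downregulated, 205, or 71.7% (66.2% to 76.6%), were also downregulated after Hira or Ubn2 depletion. The intervals treat genes as independent, which co-regulated genes are not. Calls in each depletion use the same control libraries, which raises these shares without any shared effect. The shares were not recomputed with separate controls. The share moved most when all 8 libraries were fitted together with a replicate block, to 90.9% of upregulated and 65.5% of downregulated genes. Sharing with Ubn2 depletion was the more frequent, with 75 upregulated and 109 downregulated genes called after Ubn1 and Ubn2 depletion but not after Hira depletion, against 28 and 19 called after Ubn1 and Hira depletion alone. Genes called after Ubn1 depletion only numbered 41 upregulated and 81 downregulated.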

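Of 3077 genes called after Hira depletion, 2027 (65.9%) were not called in the same direction after Ubn2 depletion. The corresponding number after Ubn2 depletion was 2293 of 3343 genes (68.6%). Many of them moved the same way without passing the thresholds. Where tested, 1217 of 1786 such Hira genes (68.1%) had the same sign of change after Ubn2 depletion. Of such Ubn2 genes, 1525 of 2175 (70.1%) had the same sign after Hira depletion. Both changes are measured against the same control libraries, which raises these shares without any shared effect. The shares were not recomputed with separate controls, so they do not measure a common response.
The difference itself was tested by comparing the Hira and Ubn2 knockdown libraries directly. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2222 of 18563 genes were higher after Hira depletion and 1042 were higher after Ubn2 depletion. Of the 2027 genes called after Hira depletion and not called in the same direction after Ubn2 depletion, 1071, or 52.8% (Wilson 95% interval 50.7% to 55.0%), differed directly. Of the 2293 called after Ubn2 depletion and not in the same direction after Hira depletion, 1218, or 53.1% (51.1% to 55.2%), did so. DESeq2's Wald test moved both shares most, to 49.0% and 50.3%. A replicate block gave 2206 genes higher after Hira and 1050 higher after Ubn2 depletion. The deviations of same-numbered Hira and Ubn2 libraries correlated at -0.124. With the replicate numbers crossed, a pairing added after the data were seen because of that negative value, the counts were 2431 and 1168.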

Suppression of *Hira*, but not *Ubn2*, uniquely activated gene ontology terms related to nervous system development and ion transport (Fig. 4g). This is consistent with a previous report that the loss of HIRA led to premature neural differentiation of neural progenitor cells [45]. In contrast, *Ubn2* depletion uniquely activated genes related to nucleosome assembly and muscle contraction (Fig. 4h). 

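A list of 60 nervous system development genes rose after Hira depletion, with 35 of 46 tested members higher, 21 called upregulated and a median log2 fold change of 0.66 (adjusted p = 8.76e-09 from limma's camera test with Benjamini-Hochberg adjustment, and 3.09e-09 with a replicate block). After Ubn2 depletion, 21 of 43 tested members were higher and the median was -0.04 (adjusted p = 0.896, and 0.756 with the block). With all 8 libraries in one fit the latter median was 0.10. In the direct comparison of the depletions, the list was higher after Hira depletion by a median of 0.48 (adjusted p = 1.21e-07). The block gave 2.33e-07 and crossed pairs 1.78e-07. Among genes upregulated after Hira depletion only were 14 of 43 members tested in both comparisons, where 2.72 would fall by chance (Fisher's exact test, adjusted p = 1.8e-06). Another 6 members were upregulated in both depletions.
Ion transport was followed with 161 genes that carry ion channel symbols. A few members, such as Kcnq1ot1, Trpc4ap and Trpc5os, are not channel genes themselves. After Hira depletion, 74 tested members were higher and 31 lower, with a median of 0.35 (camera adjusted p = 0.00168) or 0.29 with the block (adjusted p = 0.00412). After Ubn2 depletion, 43 of 93 were higher, with a median of -0.15 (adjusted p = 0.571, and 0.566 with the block). The direct difference between the depletions had a median of 0.49 (adjusted p = 0.000648, 0.000588 with the block and 0.00176 with crossed pairs).
Nefl, which encodes the neurofilament light chain, went from 13.2 ± 1.27 to 49.6 ± 2.71 CPM after Hira depletion (SD, n = 2 each). Its log2 fold change was 1.90 (standard error 0.11, adjusted p = 1.83e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.84 after Ubn2 depletion (adjusted p = 0.000249). Nefm had log2 fold changes of 1.76 and -0.94 in these depletions. Nes rose in both, by 1.39 after Hira depletion and by 0.90 after Ubn2 depletion. The ion channel genes Kcnk6, Clcn4 and Trpv2 had log2 fold changes of 1.28, 1.19 and 1.10 after Hira depletion.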

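Nucleosome assembly was followed with a list of 72 histone genes. After Ubn2 depletion, 36 of 42 tested members were higher and 23 were called upregulated. Their median log2 fold change was 1.32 (adjusted p = 2.67e-09 from limma's camera test with Benjamini-Hochberg adjustment) and 1.38 with a replicate block (adjusted p = 3.92e-09). After Hira depletion, 24 of 38 were higher, with a median of 0.13 (adjusted p = 0.13) or 0.16 with the block (adjusted p = 0.0838). Among genes with at least 10 counts in every library the Hira median was 0.19 (adjusted p = 0.0315), and gseapy's prerank on the signed p of the edgeR model gave it a normalized enrichment score of 1.88. In the direct comparison of the depletions, the list was lower after Hira than after Ubn2 depletion by a median difference of -0.94 (adjusted p = 7.47e-06, 4.37e-06 with the block and 0.00015 with crossed pairs). Histone genes of one type have near-identical coding sequences, and how the authors assigned reads that match several copies is not given in the paper's text. Hist1h4i went from 7.54 ± 0.624 to 29.7 ± 2.19 CPM after Ubn2 depletion (SD, n = 2 each), a log2 fold change of 2.00 (adjusted p = 2.86e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hist1h1c rose by 1.70 and Hist1h2bc by 1.40 on the log2 scale. All 3 were also called upregulated after Hira depletion, Hist1h4i at 1.29, Hist1h1c at 0.86 and Hist1h2bc at 0.63.
A list of 38 muscle contraction genes had 29 of 36 tested members higher after Ubn2 depletion, 25 of them called. Their median was 1.46 (camera adjusted p = 2.32e-33), and 1.44 with the block (adjusted p = 4.9e-46). After Hira depletion the median of 28 tested members was 0.38 (adjusted p = 0.466, and 0.605 with the block). The direct difference between Hira and Ubn2 depletion had a median of -1.24 (adjusted p = 8.23e-31, 5.53e-50 with the block and 4.49e-43 with crossed pairs). Large changes were seen in genes of heart muscle that were close to silent in controls. The 3 named next were chosen by the smallest adjusted p, not by the size of the change. Actc1 went from 0.144 ± 0.0662 to 67.1 ± 25.1 CPM, Myh7 from 0.846 ± 0.386 to 51.7 ± 13.9 and Tnnt2 from 0.306 ± 0.118 to 31.3 ± 10.5 (SD, n = 2 each). The log2 fold change of Actc1 was 8.74 (standard error 0.32, adjusted p = 1.24e-13), that of Myh7 was 6.04 and that of Tnnt2 was 6.75. Over 46 heart muscle genes, counts made up 0.0651% and 0.0437% of the Ubn2 libraries and between 0.00844% and 0.0115% of the other 6. The blood gene Hbb-bs also had counts in both Ubn2 libraries and none in either control.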

*Hira* depletion uniquely caused the downregulation of genes related to telomere maintenance, DNA damage, and repair (Fig. 4i) whereas unique genes downregulated by *Ubn2* depletion were enriched of terms related to various metabolic pathways (Fig. 4j). These data indicate that *Ubn2* and *Hira* have unique functions despite sharing a subset of common target genes.

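A list of 80 DNA repair genes fell after Hira depletion, with 64 members lower and 18 called downregulated. The median log2 fold change was -0.28 (adjusted p = 3.09e-10 from limma's camera test with Benjamini-Hochberg adjustment) and -0.29 with a replicate block (adjusted p = 3.11e-10). After Ubn2 depletion, 57 members were lower and 5 were called, with a median of -0.15 (adjusted p = 0.00732, and 0.00917 with the block). The direct difference, Hira minus Ubn2 depletion, had a median of -0.12 (adjusted p = 0.00313, 0.00597 with the block and 0.00448 with crossed pairs). Pold1 went from 175 ± 11.5 to 89.1 ± 1.04 CPM after Hira depletion (SD, n = 2 each), a log2 fold change of -0.98 (adjusted p = 9.87e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mlh3 and Parp2 fell by 1.02 and 0.93 on the log2 scale.
Of 24 telomere maintenance genes, 16 were lower after Hira depletion, with a median of -0.10 (camera adjusted p = 0.17, and 0.152 with the block). After Ubn2 depletion, 16 were higher, with a median of 0.12 (adjusted p = 0.257, and 0.256 with the block). The direct difference between the depletions was -0.22 (adjusted p = 0.00646, 0.00847 with the block and 0.0058 with crossed pairs). Among genes downregulated after Hira depletion only were 4 of the 24, where 0.862 would fall by chance (Fisher's exact test, adjusted p = 0.0468). Tep1 fell by 0.99 on the log2 scale, Nop10 by 0.69 and Nhp2 by 0.60.
For metabolism, 25 cholesterol biosynthesis genes were followed. After Ubn2 depletion, 24 were lower and 14 were called downregulated, with a median of -0.73 (camera adjusted p = 1.53e-21, and 8.04e-21 with the block). After Hira depletion, 20 were lower and the median was -0.25 (adjusted p = 0.000714, and 0.000497 with the block). The direct difference was 0.41 (adjusted p = 2.47e-10, 3.13e-09 with the block and 3.71e-11 with crossed pairs). Genes downregulated after Ubn2 depletion only held 13 of the 25, where 1.7 would fall by chance (Fisher's exact test, adjusted p = 1.55e-08). Msmo1 went from 104 ± 7.13 to 35.7 ± 0.801 CPM after Ubn2 depletion (SD, n = 2 each), a log2 fold change of -1.52 (adjusted p = 1.6e-11), and was also called downregulated after Hira depletion, at -0.86 (adjusted p = 1.85e-07). Insig1 and Hmgcs1 had log2 fold changes of -1.51 and -1.03.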

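**Figure D3:**
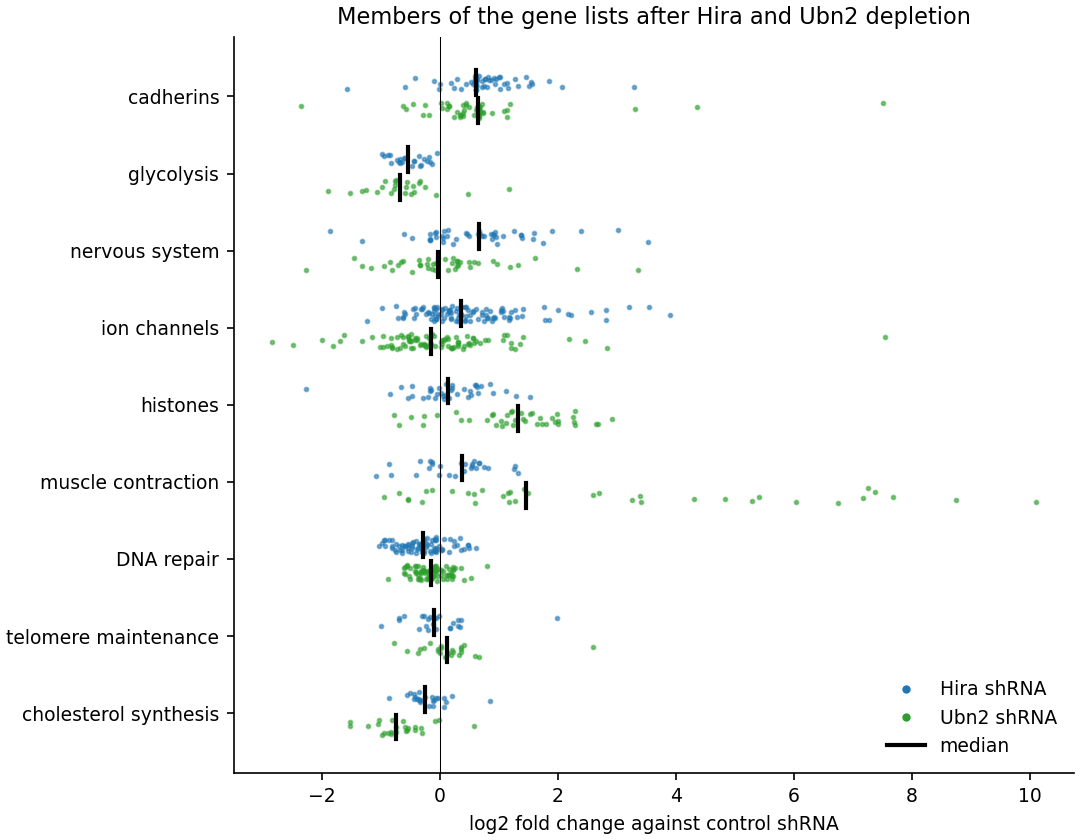
Log2 fold change against control of each tested member of 9 gene lists after Hira depletion and after Ubn2 depletion. Points are genes and black bars are medians: histone and muscle contraction genes have medians of 1.32 and 1.46 after Ubn2 depletion against 0.13 and 0.38 after Hira depletion, and nervous system genes have a median of 0.66 after Hira depletion against -0.04 after Ubn2 depletion.

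The paper states that its data indicate unique functions of Ubn2 and Hira beside a shared subset of targets. The depletions were unequal in depth, with log2 fold changes of -3.22 for Hira and -0.90 for Ubn2 in their own libraries. Comparing them directly does not separate that inequality from a difference in function. Tested directly, the muscle contraction list differed between the depletions, but its heart muscle genes may reflect RNA of heart tissue in the Ubn2 libraries. With that list counted, 8 of the 10 gene lists differed between the depletions at an adjusted p under 0.05 in limma's camera test. Cadherins, with a median difference of 0.03 (adjusted p = 0.113, 0.137 with a replicate block and 0.14 with crossed pairs), and glycolysis, with 0.11 (adjusted p = 0.124, 0.123 with the block and 0.147 with crossed pairs), did not. For cadherins this rests largely on the clustered protocadherins, and the direct comparison was not repeated without them. Without them, the medians against control were 0.71 after Hira depletion and 0.34 after Ubn2 depletion.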

**Fig. 4:**
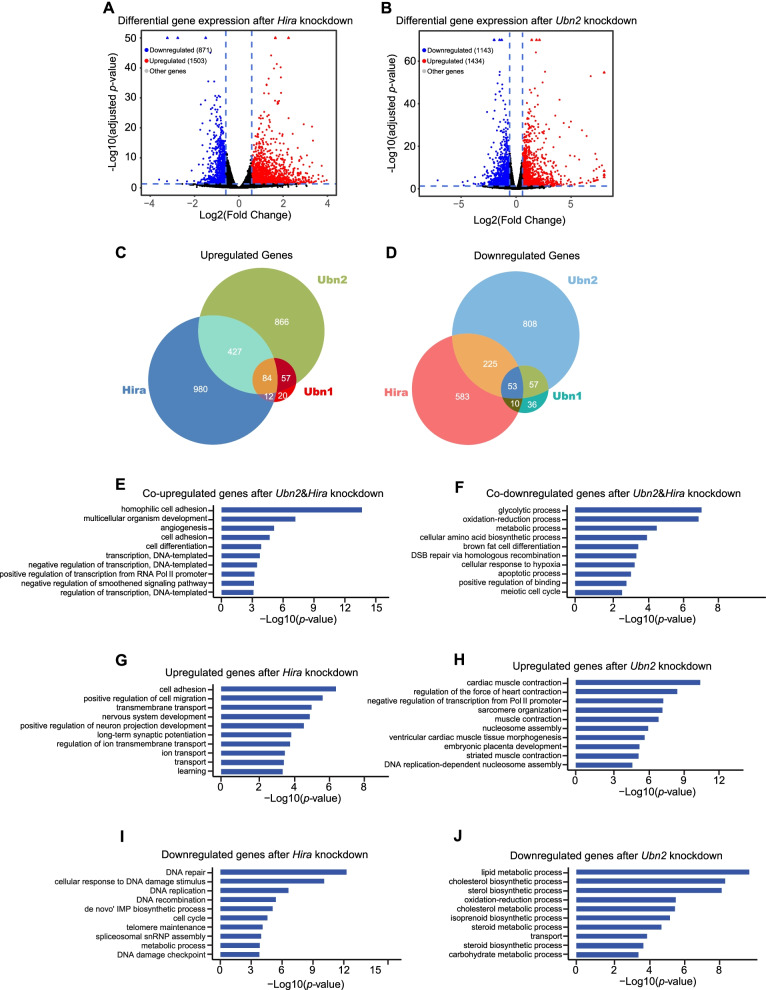
Hira and Ubn2 cooperatively regulate downstream genes in ESCs. **a**, **b** The volcano plot of gene expression in *Hira* (**a**) or *Ubn2* (**b**)-depleted ESCs versus control ESCs. Significantly upregulated genes were labeled in red and significantly downregulated genes were labeled in blue. Horizontal blue dash line marked adjusted *P* value (Wald test) 0.05 and vertical lines marked expression fold change 1.5. Triangles of (**a**) represent TEs with -log10 (adjusted *P* value) > 50. Triangles of (**b**) represent TEs with -log10 (adjusted *P* value) > 70. **c**, **d** Venn diagrams illustrated the numbers of upregulated (**c**) and downregulated (**d**) differentially expressed genes either shared or unique at all in *Hira*, *Ubn1,* and *Ubn2*-depleted ESCs. **e**, **f** Gene ontology analysis of biological processes related to co-upregulated genes (**e**) and co-downregulated genes (**f**) in *Hira* or *Ubn2*-depleted ESCs versus control ESCs. GO analysis was done with DAVID. **g**, **h** Gene ontology analysis of uniquely upregulated genes after the depletion of *Hira* (**g**) or *Ubn2* (**h**). **i**, **j** Gene ontology analysis of uniquely downregulated genes after the depletion of *Hira* (**i**) or *Ubn2* (**j**)

### Hira and Ubn2 demonstrate specificity in regulating TEs

To further analyze the role of *Hira*, *Ubn1* and *Ubn2*, we performed RNA-seq after their depletion. 

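Of the long noncoding RNAs (lncRNAs) that the supplementary heatmaps draw, AC127234.1 rose after both depletions. It had 1.68 ± 0.307 CPM in control libraries and 5.19 ± 0.548 after Hira depletion (SD, n = 2 each). Its log2 fold change was 1.63 after Hira depletion (standard error 0.27, adjusted p = 7.84e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.41 after Ubn2 depletion (standard error 0.27, adjusted p = 0.000255). The value after Hira depletion moved most, from 1.42 to 1.82, when single libraries were left out. After Hira depletion, AC144792.1 also rose, by 1.22 on the log2 scale (adjusted p = 8.01e-05), while AC166172.5 and AC132253.4 had log2 fold changes of -0.89 (adjusted p = 0.00464) and -1.33 (adjusted p = 0.00303). After Ubn2 depletion, AC132307.1 rose by 1.21, AC167363.2 by 0.78, AC148016.1 by 0.66, AC131065.2 by 0.61 and AC125093.1 by 0.59, while Gm49599 had a log2 fold change of -1.73 and Gm10785 went from 11.3 ± 0.371 to 5.57 ± 1.21 CPM (SD, n = 2 each). The largest adjusted p among these 7 was 0.00578, for AC148016.1. AC132253.4 was also lower after Ubn2 depletion (-1.12, adjusted p = 0.0141), and Gm49599 (-0.66, adjusted p = 0.0349) and Gm10785 (-0.62, adjusted p = 0.0122) were also lower after Hira depletion, all of them called. DESeq2's Wald test did not call AC132253.4 after Ubn2 depletion (adjusted p = 0.0978). Its log2 fold change there ranged from -1.82 to -0.63 when single libraries were left out. After Ubn1 depletion, 3 of the 11 lncRNAs passed both thresholds, AC144792.1 at 0.91, AC132253.4 at -1.17 and Gm10785 at -0.62. Several of them overlap other genes, and the paper's text does not give the strand setting of the counting. Retrotransposon families were not analysed here.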

RNA-seq results revealed that suppression of *Hira* and *Ubn2* released retrotransposon repression (Fig. 5a, b) and activated retrotransposon-derived lncRNA (Additional file 1: Fig. S5A, B) while the role of *Ubn1* in repressing retrotransposon was weaker than *Hira* and *Ubn2* (Fig. 5c). *Hira* mainly repressed ERVK family members whereas *Ubn2* repressed members of all three classes of ERVs and LINEs (Fig. 5d). For example, Hira specifically regulated RLTR12H and IAPLTR2b, Ubn2 regulated MERVL and MMERGLN_LTR (Fig. 5d). The above results suggest that *Hira*, *Ubn1*, and *Ubn2* have specific roles in regulating the expression of TEs and genes besides their common target genes.

**Fig. 5:**
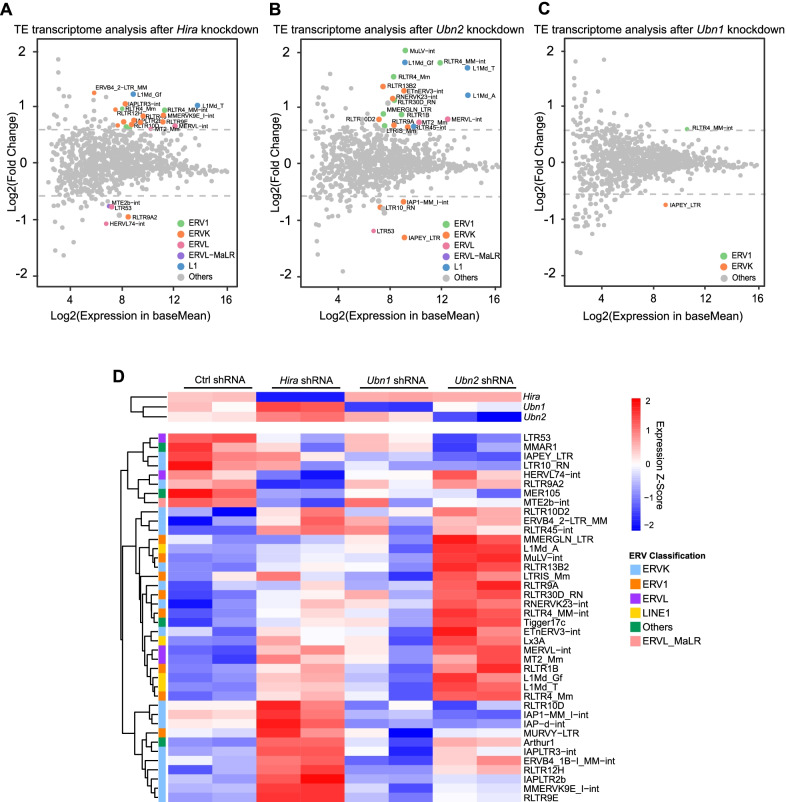
HIRA complex members regulate TE transcription genome-widely. **a**–**c** Scatter diagrams show transcriptome analysis of TE expression change after the depletion of *Hira* (**a**) or *Ubn2* (**b**) or *Ubn1* (**c**) by shRNAs. TE transcript results were used to plot these diagrams. Colored dots indicate retroelements with significant expression change (Wald test, FDR adjusted *P* value < 0.05). **d** Heatmap of RNA-Seq expression Z-scores computed for genes that are differentially expressed in *Hira*, *Ubn1,* and *Ubn2* depletion by shRNAs in ESCs versus control ESCs. Upregulated and downregulated genes are represented with red and blue colors respectively. Each column corresponds to a sample and each row corresponds to a specific gene

### Hira and Ubn2 directly regulate retrotransposon expression and ESC fate

Since only Hira and Ubn2 mainly participate in the repression of ERVs, we further studied whether Hira and Ubn2 directly regulated the expression of ERVs. We first performed ChIP-qPCR to test the enrichment of Hira and Ubn2 on ERVs. We found that Hira was enriched on IAPLTR2b and RLTR10D, but not on MT2/MERVL or MMERGLN_LTR (Fig. 6a). In contrast, Ubn2 was more enriched on MT2/MERVL and MMERGLN_LTR (Fig. 6b). Analysis of published ChIP-seq data confirmed that only Ubn2 but not Hira was enriched on MT2/MERVL (Fig. 6c; Additional file 1: Fig. S6A), suggesting Ubn2 as a direct repressor of MERVL. Since MERVL is a marker of 2-cell like cells, we also found enrichment of 2-cell genes in *Ubn2*-depleted ESCs (Fig. 6d) as well as increment of percentage of MERVL-gag + 2C-like cells within *Ubn2*-depleted population (Fig. 6e). 

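The 2-cell genes were followed with a list of 56 genes expressed in 2-cell embryos and 2-cell like cells, among them the Zscan4, Tcstv, Tdpoz and Usp17l families. After Ubn2 depletion, all 32 tested members were higher and 29 were called upregulated. The median log2 fold change was 2.59 (adjusted p = 1.08e-17 from limma's camera test with Benjamini-Hochberg adjustment) and 2.62 with a replicate block (adjusted p = 2.02e-19). Gene set enrichment with gseapy's prerank, with 1000 gene permutations, gave a normalized enrichment score of 2.43. With each library left out in turn, the median stayed between 2.26 and 2.91. Zscan4f went from 0.788 ± 0.124 to 6.66 ± 1.67 CPM (SD, n = 2 each), a log2 fold change of 3.11 (standard error 0.29, adjusted p = 4.81e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gm21761 had a log2 fold change of 2.65 (adjusted p = 6.75e-08) and Ddit4l of 1.56 (adjusted p = 1.32e-07). Most members have near-identical copies, among which reads can be shared. The 5 tested members without close copies were all higher, with a median of 0.76 (camera adjusted p = 0.0234 over 39 marker list tests).
The list was also higher in the other depletions. After Hira depletion its median was 2.00, with 28 of 29 tested members higher, and after Ubn1 depletion it was 1.48, with 24 of 25 higher. In the direct comparison, the list was lower after Hira than after Ubn2 depletion by a median difference of -0.52 (adjusted p = 0.00481, 0.00228 with the block and 0.00655 with crossed pairs).

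**Figure D4:**
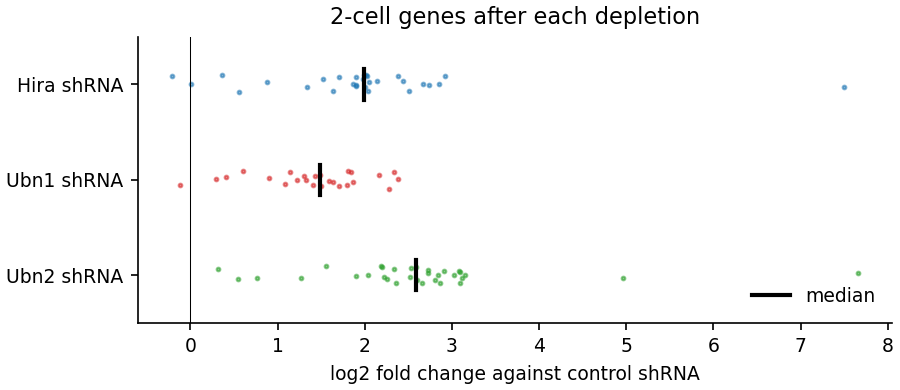
Log2 fold change against control of each tested 2-cell gene after depletion of Hira (29 genes), Ubn1 (25 genes) and Ubn2 (32 genes). Points are genes and black bars are medians, at 2.00, 1.48 and 2.59.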

We examined the differentiation capacity of ESCs after *Ubn2* depletion. We found that *Ubn2* depletion could induce ESCs to further upregulate trophectodermal marker genes (*Eomes*, *Cdx2,* and *Fgfr2*) upon directed differentiation to TSCs (Fig. 6f). Likewise, *Hira* depletion upregulated trophectodermal marker genes but to a lesser extent (Fig. 6g). To examine how Hira also regulates MERVL, we established cell lines overexpressing *Ubn2*. After overexpressing *Ubn2*, *Hira* depletion was partially rescued (Fig. 6h). Furthermore, overexpressing a mutant *Hira*, which cannot interact with Ubn2 (Additional file 1: Fig. S6B, C), rescued the expression of ERVB4_1B and RLTR12H, but not MERVL (Additional file 1: Fig. S6D). These results support that Ubn2 directly suppresses MERVL and 2-cell fate determination while Hira may regulate MERVL through its interaction with Ubn2.

**Fig. 6:**
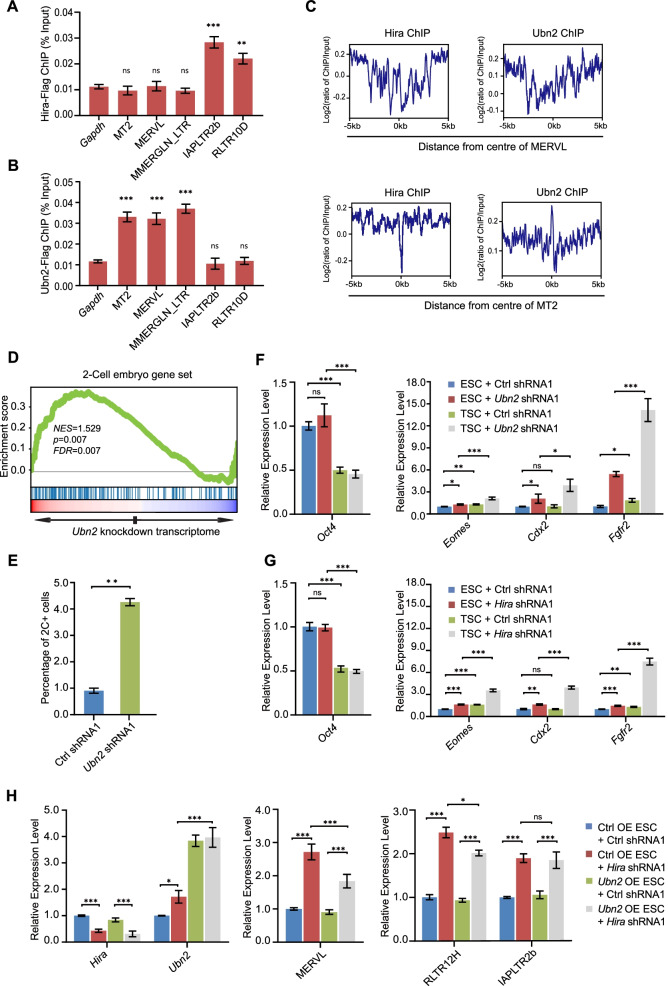
Hira and Ubn2 regulate TE expression. **a**, **b** ChIP-qPCR analysis of Hira (**a**) and Ubn2 (**b**) binding on ERV1 family member MMERGLN_LTR, ERV2 family members (IAPLTR2b and RLTR10D) and ERV3 family members (MERVL and MT2). Biological triplicate data (*n* = 3 extracts) are presented as mean ± s.e.m. ns: non-significant, **p < 0.01; ***p < 0.001 in Student’s *t* test. **c** Hira and Ubn2 binding profile around the center of MT2 locus (MERVL-LTR) respectively. The ChIP-seq signal was calculated as the log2 ratio of the normalized number of reads relative to the input. **d** GSEA analysis of upregulated genes after *Ubn2* knockdown for the enrichment of 2C genes. Red, upregulated genes; blue, downregulated genes; NES, normalized enrichment scores; FDR, false discovery rate. The Kolmogorov–Smirnov statistic was used for the calculation of the *P* value. **e** Flow cytometry analysis of the 2C^+^ population in 2C::tdTomato reporter ESCs after depletion of *Ubn2* by shRNA. Data are represented as mean ± s.e.m. (*n* = 3 independent experiments). **p < 0.01 in Student’s *t* test. **f**, **g** The expression level of pluripotent gene *Oct4* and trophectoderm markers (*Eomes, Cdx2,* and *Fgfr2*) in *Ubn2* (**f**) and *Hira* (**g**)-depleted ESCs cultured under ESC or TSC medium for 3 days, as measured by RT-qPCR and normalized to *Gapdh* levels. Data are represented as mean ± s.e.m. (*n* = 3 independent experiments). ns, non-significant; *p < 0.05; **p < 0.01; ***p < 0.001 in Student’s *t* test. **h** qPCR analysis of *Hira*, *Ubn2*, MERVL, and ERV2 family member (RLTR12H and IAPLTR2b) after *Hira* depletion in *Ubn2* overexpression ESCs. The results were normalized to *Gapdh*. Data are represented as mean ± s.e.m. (*n* = 3 independent experiments). ns: non-significant, *p < 0.05; ***p < 0.001 in Student’s *t* test

### Hira and Ubn2 act through deposition of H3.3 and H3K9 methylation

Next, we investigated the functional mechanism of Hira and Ubn2 in repressing retrotransposons. Given that histone H3.3 is deposited by the HIRA complex, we examined the H3.3 enrichment on ERVs with an ESC line overexpressing HA-tagged H3.3. Indeed, histone H3.3 was enriched on all kinds of ERVs bound by Hira and Ubn2 (Fig. 7a). Hence, we next tested the deposition of H3.3 after *Hira* or *Ubn2* depletion. The depositions of H3.3 on MT2/MERVL and MMERGLN_LTR were prominently affected by *Ubn2* depletion, but no effect was observed on IAPLTR2b and RLTR10D (Fig. 7b). In addition, H3.3 deposition was greatly affected on IAPLTR2b and RLTR10D after *Hira* depletion (Fig. 7c). However, the impact of *Hira* depletion on MT2/MERVL is much weaker (Fig. 7c) whereas there was no effect on MMERGLN_LTR. This is expected because *Hira* suppression activated MT2/MERVL but not MMERGLN_LTR (Fig. 5d). Together, these findings suggest that Ubn2 and Hira suppress retrotransposons by controlling the installment of H3.3.

**Fig. 7:**
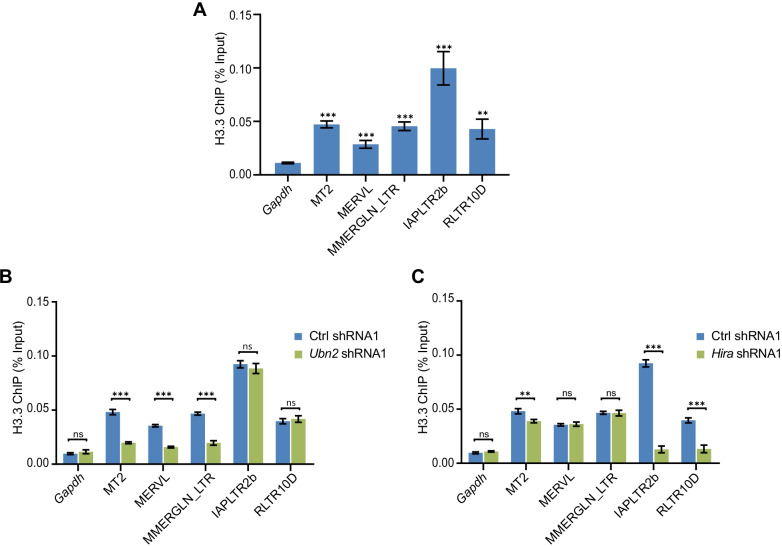
Hira and Ubn2 regulate H3.3 deposition. **a** ChIP-qPCR analysis of H3.3 binding on three families of ERVs (ERV1: MMERGLN_LTR; ERV2: IAPLTR2b and RLTR10D; ERV3: MERVL and MT2). **p < 0.01; ***p < 0.001 in Student’s *t* test. **b**, **c** ChIP-qPCR analysis showed that the binding effects of H3.3 on ERV1 and ERV3 were significantly attenuated in *Ubn2*-depleted ESCs (**b**), and the binding effect on ERV2 family members (IAPLTR2b and RLTR10D) was weakened after *Hira* depletion (**c**). Data are represented as mean ± s.e.m. (*n* = 3 independent experiments) for the above ChIP-qPCR results. ns: non-significant, **p < 0.01; ***p < 0.001 in Student’s *t* test

Furthermore, we analyzed published RNA-seq and ChIP-seq data to confirm our analysis. H3.1/3.2 was only strongly enriched on ERV3 member MT2/MERVL, however, H3.3 was enriched on all three classes of ERVs (Additional file 1: Fig. S7A–D). H3.3-deficient ESCs demonstrated upregulation of almost all TEs targeted by Ubn2 and Hira (Fig. 8a). Moreover, by analysis of published H3.3 ChIP-seq data after the knockout of *Ubn2* or *Hira* [25], H3.3 was removed from target TEs (Fig. 8b, c). *Ubn2* depletion led to the reduction of H3K9me2 and H3K9me3 (Fig. 8d, e). However, *Hira* depletion resulted in a milder effect on H3K9me2 and H3K9me3 (Fig. 8d, e). We further analyzed published ChIP-seq data and found increased enrichment of histone marks related to expression activation (H3K4me1, H3K27ac, H3K64ac, and H3K122ac) on MERVL (Additional file 1: Fig. S8A–D). These results suggest that H3.3 marked by H3K9me2/3 are critical to ERV silencing after *Hira* or *Ubn2* depletion.

**Fig. 8:**
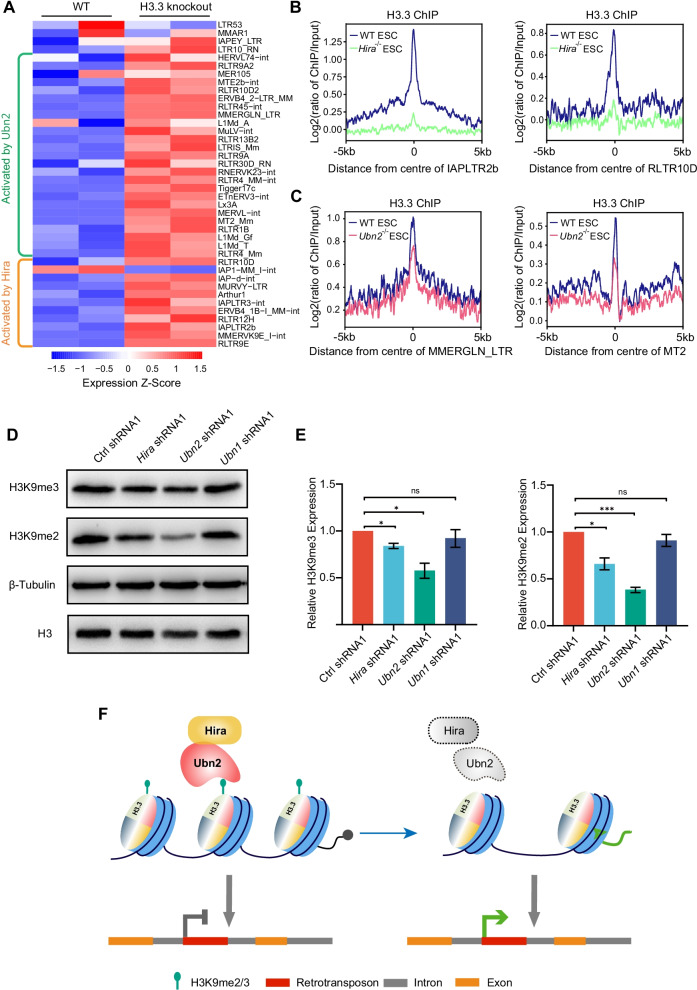
The reduction of H3K9me2/3 after *Hira* or *Ubn2* depletion. **a** Heatmap of RNA-Seq expression Z-scores computed for genes that are differentially expressed between WT ESCs and *H3.3* knockout ESCs. The left side shows the genes regulated by Hira and Ubn2 respectively. The upregulated and downregulated genes are represented with red and blue colors, respectively. Each column corresponds to a sample and each row corresponds to a specific gene. **b** ChIP-seq enrichment of H3.3 around the center of IAPLTR2b or RLTR10D locus in WT ESCs (blue) and *Hira*^−/−^ ESCs (green). The ChIP-seq signal was calculated as the log2 ratio of the normalized number of reads relative to the input. The published ChIP-seq data is from GEO: GSE117034. **c** ChIP-seq enrichment of H3.3 around the center of MMERGLN_LTR or MT2 locus in WT ESCs (blue) and *Ubn2*^−/−^ ESCs (red). The ChIP-seq signal was calculated as the log2 ratio of the normalized number of reads relative to the input. The data of ChIP-seq are available at GEO: GSE117034. **d** Western blot analysis of H3, *β*-Tubulin, H3K9me2 and H3K9me3 protein levels in ESCs transfected with shRNAs against target genes (*Hira*, *Ubn2*, and *Ubn1*) or control shRNA respectively. *β*-Tubulin was included as a loading control. **e** The relative protein level of H3K9me2 and H3K9me3 was obtained according to western blot band in (**d**). Gray scanning analysis was normalized to that of *β*-Tubulin. Data are represented as mean ± s.e.m. (*n* = 3 independent experiments). ns: non-significant, *p < 0.05; ***p < 0.001 in Student’s *t* test. **f** Schematic of Hira and Ubn2 function in the repression of retrotransposons. In WT ESCs, Hira and Ubn2 mediate the placement of H3.3 and H3K9 methylation, and thus repress the expression of retrotransposons. In the absence of *Ubn2* or *Hira*, retrotransposon-associated H3.3 and H3K9me2/3 reduce, and thus activate the expression of retrotransposons

## Discussion

In summary, we proposed a model for which Hira and Ubn2 in regulating retrotransposon expression (Fig. 8f). In the presence of the HIRA complex, HIRA interacts with H3.3 and mediates the placement of H3.3 and the associated H3K9 methylation on retrotransposons to repress their expression whereas in the absence of Ubn2 or Hira, H3.3 and H3K9me2/3 on retrotransposons are removed to allow the expression of retrotransposons (Fig. 8f).

HIRA complex is often considered to function together in regulating gene expression [46]. Hira is the scaffold protein of the complex and it binds to H3.3 via Ubn1/2 [25]. Asf1 protein is known to supply H3.3-H4 dimer to HIRA complex [24] where as Cabin1 is involved in the formation of heterochromatin in senescent cells [47]. It is intriguing to see different members of the HIRA complex regulate distinct ERV families. *Asf1a* and *Cabin1* are not involved in suppressing retrotransposon expression (Fig. 2d, e). It appears that *Ubn2* and *Hira* played more important roles than *Ubn1* in repressing retrotransposon expression (Fig. 2a–c). Previous studies suggest the specific role of these members within HIRA complex besides function as a whole. Cabin1 has its own specific targets in addition to shared target genes with Hira [47]. Besides working with HIRA complex, Asf1 also supplies H3-H4 dimers to CAF1 complex [48]. Ubn1 and Ubn2 are paralogous genes but alternatively present in the HIRA complex [25], forming two independent complexes Hira-Ubn1 and Hira-Ubn2. Previously, it was found that simultaneous depletion of *Ubn1* and *Ubn2* caused more severe loss of H3.3 than *Hira* knockout [25], suggesting that Ubn1/2 have Hira-independent functions in depositing H3.3 in ESCs. Hence, it is possible that Ubn1 and Ubn2 contribute to the selection of target loci for the HIRA complex. One possible route for Ubn1/2 and Hira to target specific loci is through interacting with different protein partners. The interacting protein of HIRA can modulate the recruitment or the function of HIRA. For example, replication protein A (RPA) complex interacts and recruits HIRA to deposit newly synthesized H3.3 at RPA binding region [49]. Interaction of Asf1b with HIRA facilitates transcription restart after DNA damage repair [50]. Furthermore, previous studies have found HIRA worked with other protein partners to repress gene expression [51, 52]. For example, Ubn2, Hira and Cabin1, not Ubn1, interact with Zbtb2 in ESCs [53]. In the absence of Ubn1/2, Hira still can interact with other protein partners such as SRCAP [54]. These findings prove that it is possible for HIRA members to gain specificity through interacting with partner proteins. It will be interesting to investigate which factors render Ubn1/2 and Hira the specificity to recognize different classes of retrotransposons.

Another possible route to achieve target specificity is that different HIRA complex members take part in distinct processes. HIRA complex can regulate H3.3 deposition in two independent pathways. Hira trimerization and Ubn1 are required for the deposition of newly synthesized H3.3 while Asf1 is not required [55]. In contrast, recycling of old H3.3 requires Hira and Asf1 but not Ubn1/2 or Hira trimerization [55]. Hence, we speculate that Hira may repress its target retrotransposons in a complex without the need of Ubn1/2 in a similarly manner, possibly through regulating the recycling of old H3.3. This is supported by the fact that overexpressing Hira mutant without WD40 domain, which is responsible for interacting with Ubn1/2 [23], can still rescue the expression of Hira-target retrotransposons after the depletion of *Hira* with shRNA against WD40 domain (Additional file 1: Fig. S6D), suggesting that Ubn1/2 is not required to repress Hira-target transposons. The binding of Hira not Ubn2 on IAPLTR2b and RLTR10D supports that Hira represses these retrotransposons in a complex without Ubn2 (Fig. 6a, b). However, Ubn2 may function together with Hira in the same complex, given that a portion of target retrotransposons of Ubn2 were partially derepressed by *Hira* depletion (Fig. 5d). The specific enrichment of Ubn2 on target retrotransposons can be explained by the fact that Ubn1/2 directly interacts with H3.3 and DNA in contrast to the indirect Hira-H3.3 interaction, which may not stable enough to be detected by ChIP. It is possible that *Hira* depletion disrupts *Ubn2* targets by disrupting the H3.3 deposition activity of HIRA complex or influencing Ubn2 stability or activity, given that the scaffold role of Hira in the complex is able to organize the partner proteins and stabilize Ubn2 protein [50]. Given the role of Hira-Ubn1/2 in depositing new H3.3 [55], it is likely that Ubn2-Hira controls retrotransposons through modulating the localization of newly synthesized H3.3.

Besides the HIRA complex, histone chaperone CAF-1 and FACT were also shown to repress MERVL and 2-cell fate in ESCs [17–20]. H3.3 and Hira were found to repress 2-cell fate as well [56]. However, it is unclear why CAF-1 and FACT mainly regulate MERVL but HIRA complex represses MERVL and other ERVs at the same time. One possibility is that FACT controls MERVL through H2A/H2B but HIRA works through H3.3 [20]. However, the extent of contribution to ERV repression from each histone member is still unclear. CAF-1 mediates DNA synthesis-coupled H3.1 incorporation, but HIRA can mediate H3.3 deposition at the DNA replication site if H3.1 deposition is impaired [26]. Consistently, we observed the enrichment of both H3.3 and H3.1/H3.2 on MERVL (Additional file 1: Fig. S7D). However, for other ERVs regulated by HIRA, there was only enrichment of H3.3 (Additional file 1: Fig. S7A–C). It could be due to H3.3 is present throughout the cell cycle while H3.1 deposition is only coupled to DNA replication [57]. It will be intriguing to check whether the activated MERVL after the loss of CAF-1 or HIRA complex is from different cell cycle phases.

It is interesting to see that MERVL was activated after *Ubn2* depletion (Figs. 2b, 5d). MERVL marks 2-cell like cell population, suggesting a role of Ubn2 in pluripotency to totipotency conversion. In consistency with above finding, IAPEy, which is a marker of naïve ESCs [33], was downregulated after *Ubn2* depletion (Fig. 5d). These results imply that *Ubn2* depletion repressed naïve ESC state but activated totipotent 2-cell like state.

## Conclusions

In conclusion, we found that different members of the HIRA complex demonstrated preferences in repressing retrotransposons in ESCs. Our study shed light on the loci-specific activity of HIRA and H3.3 in gene expression regulation and a role of the HIRA complex in regulating ESC state determination.

## Supplementary Information

**Additional file 1**. The supplementary figures S1-8 and corresponding figure legends.

## Data Availability

Sequencing data generated from our study have been deposited in Gene Expression Omnibus under GSE177026 for RNA-seq (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE177026). RNA-seq data of *H3.3*^−/−^ ESC were obtained from the GEO database (GSE114549) [58] and processed with the above flow. ChIP-seq data of the enrichment of H3.3 and H3.1/2 were obtained from the GEO database (GSE59188) [14] and H3.3 Related epigenetic modifications were obtained from the GEO database (GSE114548) [58]. ChIP-seq data of H3.3, Hira, and Ubn2 were from GEO database (GSE117034) [25].

# Supplementary material for: Histone chaperone HIRA complex regulates retrotransposons in embryonic stem cells
**Source:** Stem Cell Res Ther. 2022 Apr 1;13:137. doi: 10.1186/s13287-022-02814-2
**Supplement:** Supplementary file 1 — Additional file 1. The supplementary figures S1-8 and corresponding figure legends.

## **Supplementary Information**

### **Supplementary Figure S1-8**

### **Supplementary Table S1**

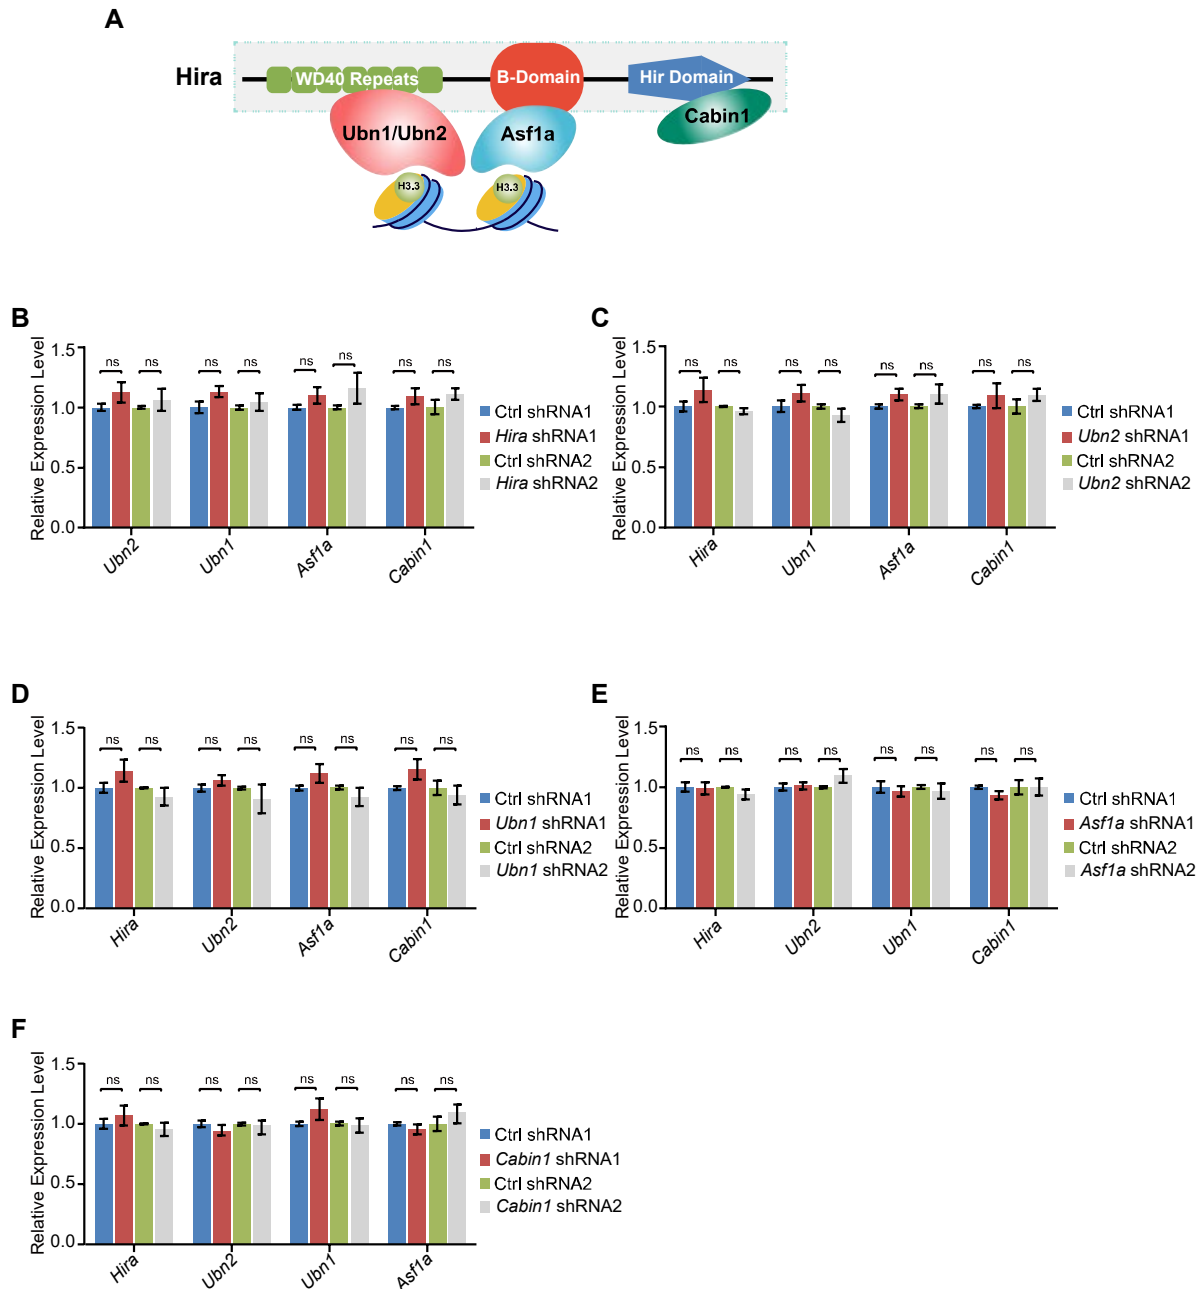

**Fig. S1. The depletion of components of HIRA complex does not disturb each other at mRNA level**

(A) Schematic diagram of the interrelation of HIRA members. Hira subunit associates with H3.3 through Ubn1/2 and Asf1a via its WD40 domain and B domain respectively.

(B) qPCR analysis of the expression of *Ubn2*, *Ubn1*, *Asf1a*, and *Cabin1* after transfected with control shRNA and shRNA against *Hira*.

(C) qPCR analysis of the expression of *Hira*, *Ubn1*, *Asf1a*, and *Cabin1* after transfected with control shRNA and shRNA against *Ubn2*.

(D) qPCR analysis of the expression of *Hira*, *Ubn2*, *Asf1a*, and *Cabin1* after transfected with control shRNA and shRNA against *Ubn1*.

(E) qPCR analysis of the expression of *Hira*, *Ubn2*, *Ubn1*, and *Cabin1* after transfected with control shRNA and shRNA against *Asf1a*.

**(F)** qPCR analysis of the expression of *Hira*, *Ubn2*, *Ubn1*, and *Asf1a* after transfected with control shRNA and shRNA against *Cabin1*. The results in B to F were normalized to *Gapdh*. Data are represented as mean  $\pm$  s.e.m. (n = 3 independent experiments) for the above qPCR results. ns: non-significant in Student's *t*-test.

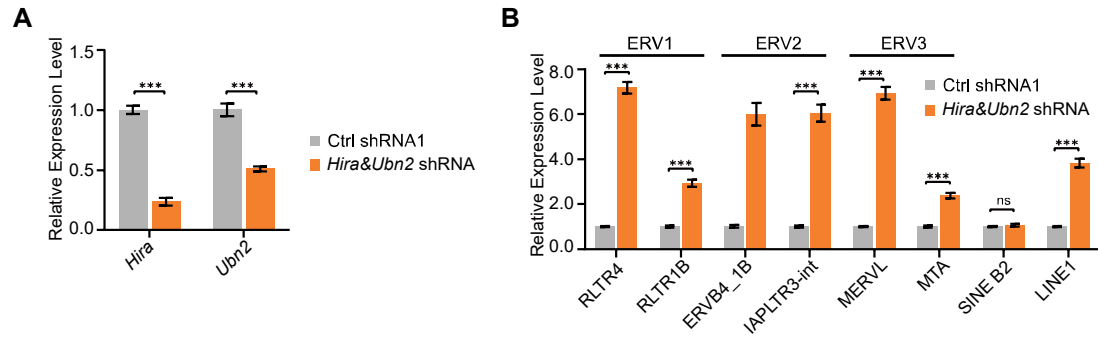

**Fig. S2. *Hira* and *Ubn2* double-knockdown in ESCs.**

**(A)** qPCR analysis of the expression of *Hira* and *Ubn2* of double-knockdown both *Hira* and *Ubn2* by shRNA in ESCs at the same time. \*\*\* $p < 0.001$  in Student's  $t$ -test.

**(B)** qPCR analysis of the expression of different subfamilies endogenous retroviruses in *Hira* & *Ubn2* shRNA in ESCs. ns: non-significant, \*\*\* $p < 0.001$  in Student's  $t$ -test.

**A**

| <i>Hira</i> shRNA target sequences |    |                         |    |     |
|------------------------------------|----|-------------------------|----|-----|
| Wild type <i>Hira</i> (bp) 511     | 5' | agAGGTCATTCTGGCTTAGTAAa | 3' | 534 |
| Synonymous mutation                |    | agGGGCACTCAGGTTGGTTAAG  |    |     |
| Protein(AA) 171                    |    | R G H S G L V K         |    | 178 |

  

| <i>Ubn2</i> shRNA target sequences |    |                         |    |      |
|------------------------------------|----|-------------------------|----|------|
| Wild type <i>Ubn2</i> (bp) 1825    | 5' | tGCTATGAATTAGAGCCAAATAa | 3' | 1848 |
| Synonymous mutation                |    | tGTTACGAGTTGGAACCTAACa  |    |      |
| Protein(AA) 609                    |    | C Y E L E P N K         |    | 616  |

  

| <i>Ubn1</i> shRNA target sequences |    |                        |    |      |
|------------------------------------|----|------------------------|----|------|
| Wild type <i>Ubn1</i> (bp) 1492    | 5' | aaGATGCTGGAGGAAGAGAAA  | 3' | 1449 |
| Synonymous mutation                |    | aaAATGCTCGAAGAGGAAGAAG |    |      |
| Protein(AA) 477                    |    | K M L E E E K          |    | 483  |

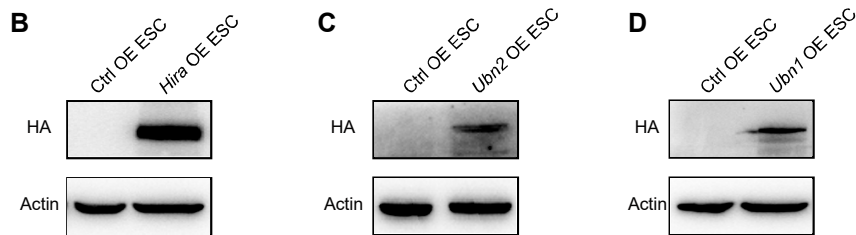**Fig. S3. Overexpression of shRNA-resistant *Hira*, *Ubn2*, and *Ubn1* in ESCs.**

**(A)** A schematic of shRNAs targeting sequences, synonymous mutation sequences and corresponding protein of *Hira*, *Ubn2* and *Ubn1*. 

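The shRNA target sequences were matched to GRCm38 transcripts of GENCODE release M21. The site of Hira shRNA1, AGGTCATTCTGGCTTAGTAAA, lies on chromosome 16 from 18912065 to 18912085, in exon 7 of 25, at coding positions 513 to 533. Its surrounding sequence is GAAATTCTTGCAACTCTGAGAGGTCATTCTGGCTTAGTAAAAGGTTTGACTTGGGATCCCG, and 4 of the 9 annotated Hira transcripts contain it. Hira shRNA2, CAGGACCGTTAGCCATAAT, matches exon 22, from 18954081 to 18954099, in 2 of the transcripts. The readthrough gene Gm28539 contains both sites. Ubn1 shRNA1, GATGCTGGAGGAAGAGAAA, matches chromosome 16 from 5073009 to 5073027, in exon 12 of 19, at coding positions 1431 to 1449 and within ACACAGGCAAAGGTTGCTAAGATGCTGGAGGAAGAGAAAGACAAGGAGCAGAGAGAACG. It is present in 3 of 7 Ubn1 transcripts, and Ubn1 shRNA2, CGGAAGAAATTCAGTGGAAT, has no exact match in any annotated transcript. Ubn2 shRNA1, GCTATGAATTAGAGCCAAATA, matches chromosome 6 from 38483157 to 38483177, in exon 11 of 17, at coding positions 1826 to 1846 and within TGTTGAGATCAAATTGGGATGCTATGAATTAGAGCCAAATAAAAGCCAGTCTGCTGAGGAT. Ubn2 shRNA2, GGTGCTACTAAACCGTTGT, matches exon 14, from 38491854 to 38491872, and both Ubn2 sites are in 5 of 9 transcripts. The control sequence against luciferase, GATGAAATGGGTAAGTACA, matches no mouse transcript.

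**Figure D5:**
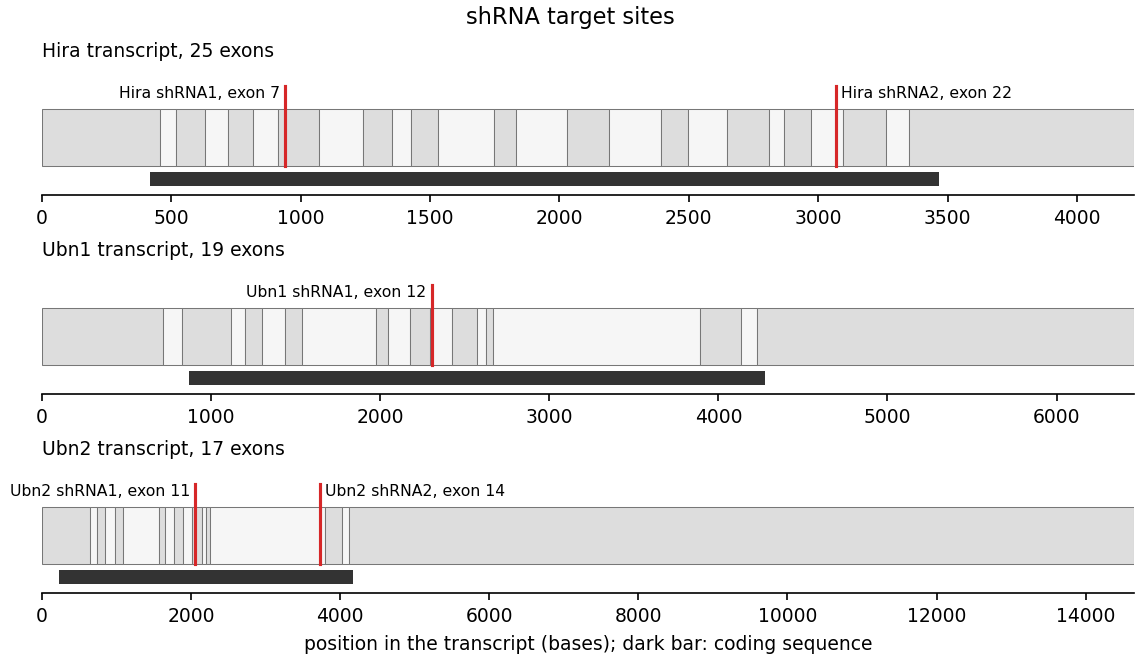
Position in bases of each matched shRNA site (red line) on 1 transcript each of Hira, Ubn1 and Ubn2, with exons as alternating boxes and the coding sequence as a dark bar. All 5 matched sites fall in coding sequence, in exons 7 and 22 of Hira, exon 12 of Ubn1 and exons 11 and 14 of Ubn2.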

Mutated nucleotide is highlighted in red; positions of nucleotide in gene are indicated on top.

**(B-D)** Western blot analysis of *Hira* (B), *Ubn2* (C), and *Ubn1* (D) from overexpression ESCs with anti-HA antibody. Actin was included as a loading control.

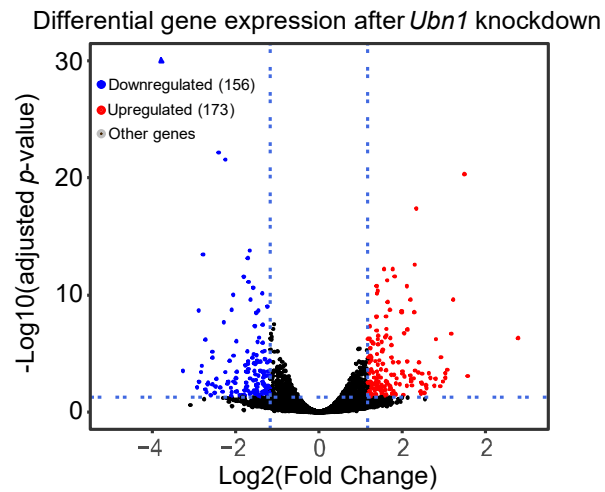

**Fig. S4. Genome-wide expression changes after the knockdown of *Ubn1*.**

The volcano plot of gene expression in *Ubn1*-depleted ESCs versus control ESCs. Significantly upregulated genes were labeled in red and significantly downregulated genes were labeled in blue. Horizontal blue dash line marked adjusted *P*-value (Wald test) 0.05 and vertical lines marked expression fold change 1.5. Triangles represent TEs with  $-\log_{10}(\text{adjusted } P\text{-value}) > 30$ .

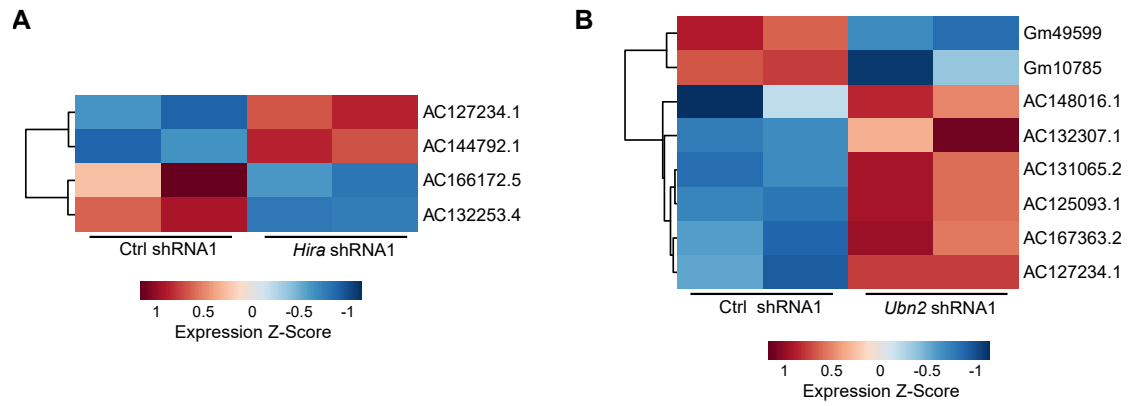

**Fig. S5. Hira and Ubn2 regulate the expression of transposon-derived lncRNAs.** (A-B) Heatmap of RNA-Seq expression Z-scores for transposon-derived lncRNAs that are differentially expressed in *Hira* (A) and *Ubn2* (B)-depleted ESCs versus control ESCs. Upregulated and downregulated genes are represented with red and blue colors respectively.

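The lncRNAs drawn for Hira depletion were placed on GRCm38 with the GENCODE M21 annotation. AC127234.1 spans 66923471 to 66950023 on the minus strand of chromosome 18, and AC144792.1 spans 42410394 to 42414246 on the plus strand of chromosome 19. AC166172.5 lies on the minus strand of chromosome 17 from 31446490 to 31461835, and AC132253.4 on the plus strand of chromosome 19 from 9899690 to 9902661. Of the lncRNAs drawn for Ubn2 depletion, Gm49599 and Gm10785 are on the plus strand of chromosome 16, from 36875140 to 36880234 and from 91688898 to 91715642. AC132307.1 and AC131065.2 are on the plus strand of chromosome 18, from 65634793 to 65637470 and from 80186239 to 80193569. AC148016.1 spans 21831451 to 21833756 on the minus strand of chromosome 19, AC125093.1 spans 10573512 to 10576545 on its plus strand, and AC167363.2 spans 29093416 to 29094461 on the minus strand of chromosome 17.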

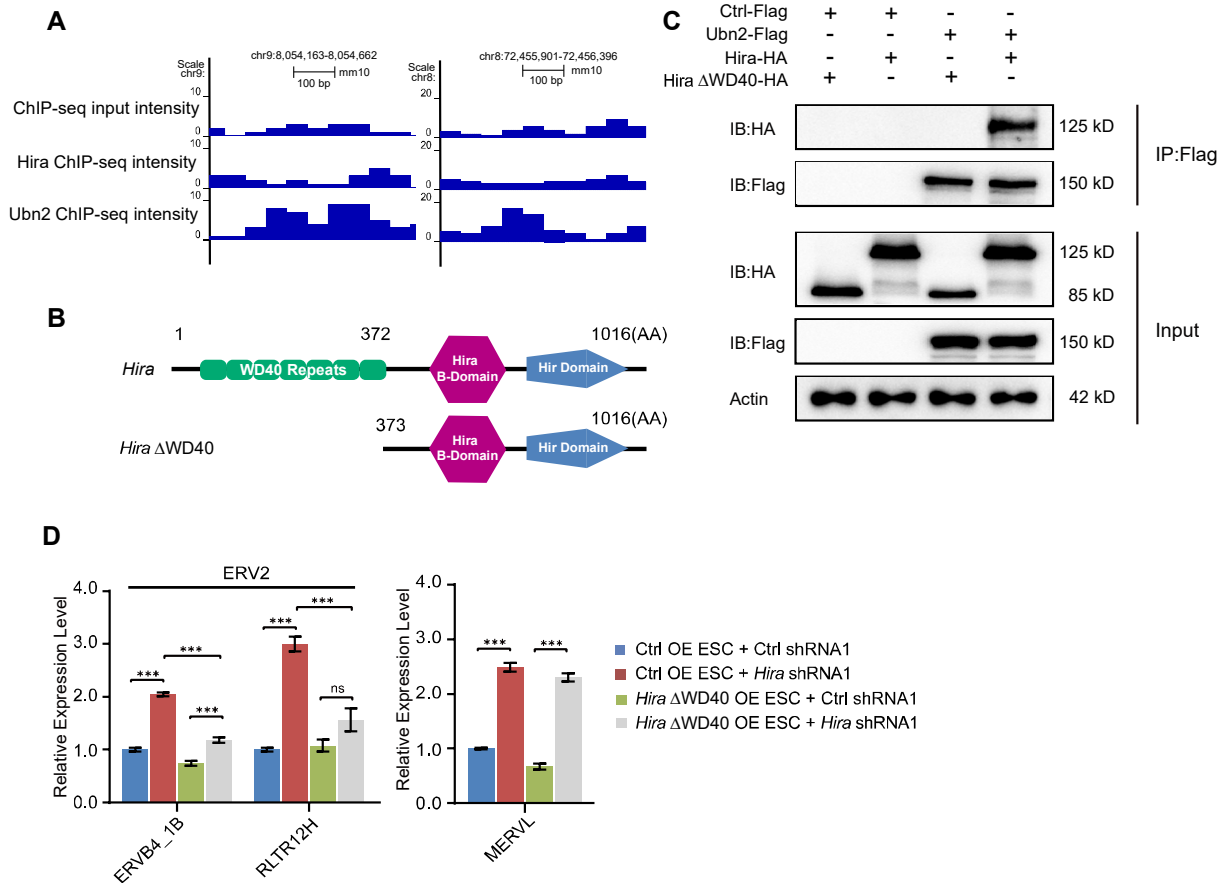

**Fig. S6. Hira regulates MERV1 through the interaction with Ubn2.**

(A) According to the published ChIP-seq data described in Methods, the enrichment of Hira and Ubn2 in the MT2/MERV1 region is exemplified. Inputs are included as controls.

(B) A schematic summary of *Hira* ΔWD40 mutant used for rescue. The length of the WD40 mutant form is indicated at the top in amino acids (AA). Δ, deletion.

(C) Co-immunoprecipitation results confirmed that Ubn2 combined with Hira at its WD40 domain. The plasmids of Ctrl-Flag/*Ubn2*-Flag/*Hira*-HA/*Hira* ΔWD40-HA were respectively transfected into HEK 293T cells and analyzed via western blot of anti-Flag immunoprecipitation.

(D) qPCR analysis of ERVB4\_1B, RLTR12H, and MERV1 in *Hira*-depleted ESCs after overexpression of *Hira* ΔWD40. qPCR results are normalized to *Gapdh*. Data are represented as mean ± s.e.m. (n = 3 independent experiments). ns: non-significant, \*\*\* $p < 0.001$  in Student's *t*-test.

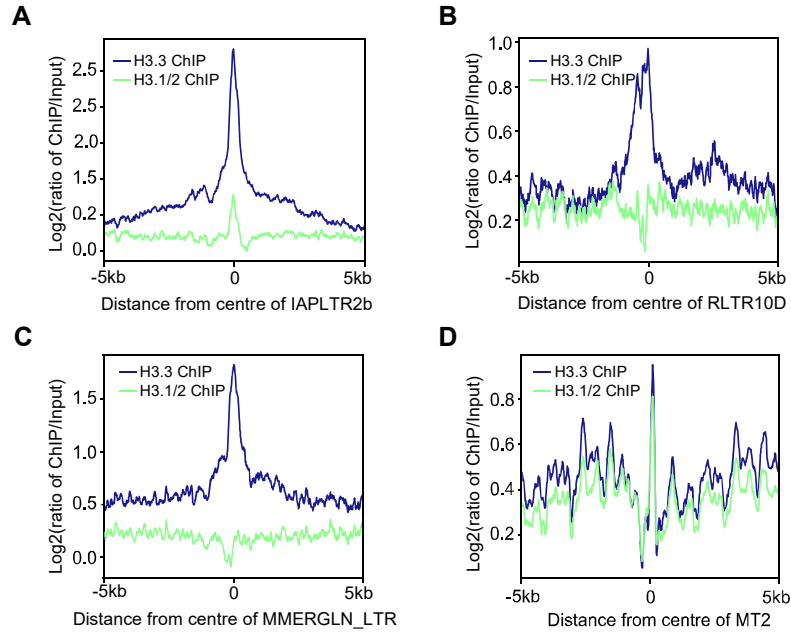

**Fig. S7. H3.3 is enriched on three classes of ERVs.**

(A-D) H3.3 (blue) and H3.1/H3.2 (green) binding profile around the center of IAPLTR2b (A), RLTR10D (B), MMERGLN\_LTR (C), and MT2 (D) locus in ESCs. The ChIP-seq signal was calculated as the  $\text{log}_2$  ratio of the normalized number of reads relative to the input.

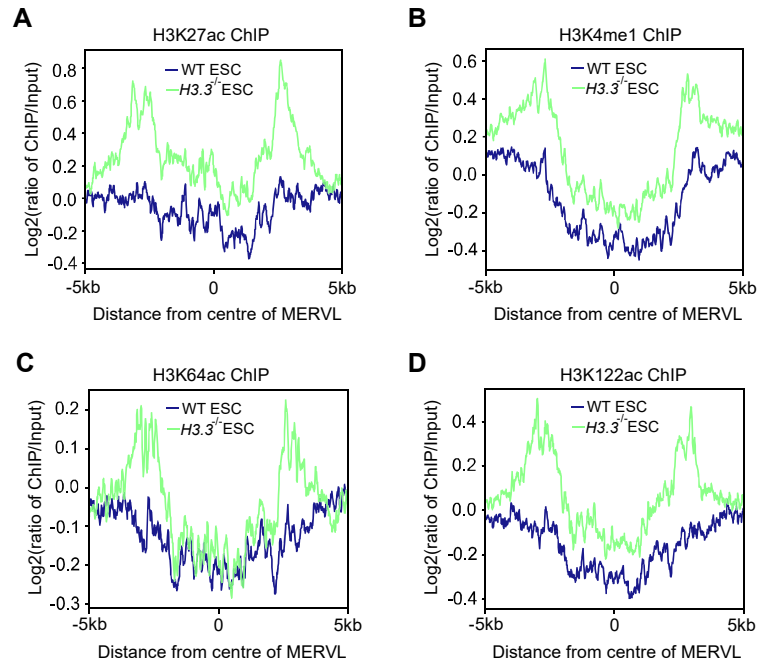

**Fig. S8. Enrichment of histone marks on MERV1 after *H3.3* knockout.**

**(A-D)** Several histone marks (H3K27ac (A), H3K4me1 (B), H3K64ac (C), H3K122ac (D)) binding profile around the center of MERV1 locus in WT ESCs (blue) and *H3.3*<sup>-/-</sup> ESCs (green). The ChIP-seq signal was calculated as the log2 ratio of the normalized number of reads relative to the input.

**Table S1. Sequences of primers and shRNAs**

| Gene                 | Sequence F               | Sequence R                | Reference                                               |
|----------------------|--------------------------|---------------------------|---------------------------------------------------------|
| <i>Gapdh</i>         | AGAAACCTGCCAAGTATGATGAC  | GTCATTGAGAGCAATGCCAG      | Chen, et al. (2020) Nucleic acids res, 48, 10211-10225. |
| <i>Oct4</i>          | GTGGAAAGCAACTCAGAGG      | GGTTCCACCTTCTCCAAC        | Chen, et al. (2020) Nucleic acids res, 48, 10211-10225. |
| <i>Sox2</i>          | GCGGAGTGGAACTTTTGTCC     | CGGGAAGCGTGTACTTATCCTT    | Chen, et al. (2020) Nucleic acids res, 48, 10211-10225. |
| <i>Nanog</i>         | TTGCTTACAAGGGTCTGCTACT   | ACTGGTAGAAGAATCAGGGCT     | Chen, et al. (2020) Nucleic acids res, 48, 10211-10225. |
| <i>Hira</i>          | TGGTCGGAGGAGAATCACG      | GAGGGTGACGATGCAGCAG       |                                                         |
| <i>Ubn1</i>          | CTATGCCTGAGCAGGTAGCC     | GATCTTCACCACCTGGCACA      |                                                         |
| <i>Ubn2</i>          | CTGCCTCAGGGTCTTCAGTG     | CCCAGCATCCCAAAAGGAGT      |                                                         |
| <i>Asf1a</i>         | CACCGAATGCAGGACTCATC     | GCATCTGTTGAAAGAAGGGACTG   |                                                         |
| <i>Cabin1</i>        | TCGCCACTCAGACTTGGAAC     | TAGTGGGAGCAGCAGTTGTG      |                                                         |
| <i>Cdx2</i>          | AGGCTGAGCCATGAGGAGTA     | TGAGGTCCATAATTCCAAC       |                                                         |
| <i>Eomes</i>         | CAATGTTTTCTGTTGGAAGTGG   | GTTAGGAGATTCTGGGTGAA      |                                                         |
| <i>Fgfr2</i>         | CCTCGATGTCGTTGAACGGTC    | CAGCATCCATCTCCGTCACA      |                                                         |
| MERVL                | AAGAGCCAAGACCTGCTGAG     | TCCTCGTTTTCTGCAACTGGT     | Zhang, et al. (2019) Nucleic acids res, 47, 8485-8501.  |
| MT2                  | CTCTACCACTTGGACCATATGAC  | GAGGCTCCAAACAGCATCTCTA    | Zhang, et al. (2019) Nucleic acids res, 47, 8485-8501.  |
| SINEB1               | GTGGCGCACGCCTTTAATC      | GACAGGGTTTCTCTGTGTAG      | Chen, et al. (2020) Nucleic acids res, 48, 10211-10225. |
| SINEB2               | GAGTAAGAGCACCCGACTGC     | AGAAGAGGGAGTCAGATCTCGT    | Chen, et al. (2021) Stem cells int, 2021, 6657597.      |
| LINE1                | GGACCAGAAAAGAAATTCCTCCCG | CTCTTCTGGCTTTCATAGTCTCTGG | Chen, et al. (2021) Stem cells int, 2021, 6657597.      |
| RLTR1B               | GGTCCACACAAACACCTACCTT   | TTTGAGATACACCCTTCGAGGT    | Zhang, et al. (2019) Nucleic acids res, 47, 8485-8501.  |
| MTA                  | TCTGTGGGATGTTGTGTAGGAG   | CCACAGATCTTCACAATCCAAA    | Zhang, et al. (2019) Nucleic acids res, 47, 8485-8501.  |
| IAPLTR2b             | CACATTCGCCGTTACAAGAT     | TTGCTTACATCTTCAGGAGC      |                                                         |
| MMERGLN_LTR          | GAGCTTTGAAACCTGGGGCT     | AAACATCAGCAGCCTGTAAC      |                                                         |
| RLTR12H              | GCTGAACAGCCAATGACTGG     | CATGCCCCGACCTCATGGCGA     |                                                         |
| RLTR10D              | GACTGCAGCCAAGTCTTATG     | TCAGCCCAGTCCGCGTAACA      |                                                         |
| RLTR4                | AGCGTTAATTTGGTCAAAGTCT   | CCAAGTATTGGGGACTGATAAT    |                                                         |
| ERV4_1B              | ATGGAGATATTCTTAGCTCTG    | GAATTGACAGACATATGGAC      |                                                         |
| IAPLTR3-int          | GCGGTACAAGACTGGCTTAA     | GAACAGCTCCTCTTGACAGT      |                                                         |
| MT2 ChIP-qPCR        | GGCTACACCTTCTGCTGGAG     | TGCAGCTGTGAATGGAAGT       |                                                         |
| Gene                 | shRNA Sequence           |                           |                                                         |
| Control shRNA        | GATGAAATGGGTAAGTACA      |                           |                                                         |
| <i>Hira</i> shRNA1   | AGGTCATTCTGGCTTAGTAAA    |                           |                                                         |
| <i>Hira</i> shRNA2   | CAGGACCGTTAGCCATAAT      |                           |                                                         |
| <i>Ubn1</i> shRNA1   | GATGCTGGAGGAAGAGAAA      |                           |                                                         |
| <i>Ubn1</i> shRNA2   | CGGAAGAAATTCAGTGGAAT     |                           |                                                         |
| <i>Ubn2</i> shRNA1   | GCTATGAATTAGAGCCAAATA    |                           |                                                         |
| <i>Ubn2</i> shRNA2   | GGTGCTACTAAACCGTTGT      |                           |                                                         |
| <i>Asf1a</i> shRNA1  | GTGGGCTCTGCAGAAAGTGAA    |                           |                                                         |
| <i>Asf1a</i> shRNA2  | GGGTAACAGTTGTTCTGAT      |                           |                                                         |
| <i>Cabin1</i> shRNA1 | GACCACGATTACGTCAAAT      |                           |                                                         |
| <i>Cabin1</i> shRNA2 | GGAGGAGATAAGTCTAAGA      |                           |                                                         |

How the deposited data were processed for this re-analysis (not part of the article)

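RNA-seq was measured in 8 libraries from mouse E14 ESCs, 2 for each of 4 conditions: control shRNA, Hira shRNA, Ubn1 shRNA and Ubn2 shRNA. The authors deposited the number of reads counted on each gene by featureCounts after alignment to GRCm38, as raw counts without normalization, in 3 tables of 55418 genes. The control counts were checked to be identical in the 3 tables, with 0 differing values, so they were used once. Of the genes, 21460 had no count in any library. Retrotransposon families were not analysed here. The paper's text does not give the version of the aligner and counter, the strand setting or the treatment of reads that match several places. Totals on genes ranged from 19710040 to 32706053 with a median of 21848236.

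Symbols in the tables were matched to GENCODE release M21 of GRCm38 for positions. Of these, 55303 matched a single gene and 115 matched more than one. Transcript sequences of the same release were searched for exact matches of the shRNA sequences of Table S1 and, in 3′ UTRs, for the 7-base seed matches of the shRNA guides.

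Each depletion was compared with control, and Hira with Ubn2 depletion, with edgeR 4.0.16 in R 4.3.3. The settings were TMM normalization, the filterByExpr filter on low counts, quasi-likelihood tests and Benjamini-Hochberg adjustment. TMM factors across libraries lay between 0.960 and 1.05. As in the paper, a gene was called at an adjusted p under 0.05 and a fold change over 1.5. The standard error of a log2 fold change is that change divided by the square root of the quasi-F statistic. Single genes named are those the paper names or draws, the 3 highest and the 3 lowest fitted log2 fold changes per depletion under the rule given with them, and up to 3 members of each list with the smallest adjusted p. Expression values are CPM on TMM-scaled library sizes. A fold against a group at or under 3 counts in each library was computed against that floor.

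Gene lists stand in for the paper's ontology terms and 2-cell gene set, whose members the paper's text does not give. Each of the 10 lists was tested in each of the 3 depletions with the camera test of limma 3.58.1 at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 30 tests. Marker lists of tissues and RNA classes were tested in the same way, adjusted over 39 tests. Shares of list members among called genes were compared with Fisher's exact test, two-sided, against the genes tested in both comparisons and adjusted over 60 tests. In these shares, a gene counts as changed after one depletion only when it was not called in the same direction after the other. Wilson intervals are at 95%. Other versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

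Alternatives were DESeq2 1.42.0 with its Wald test (the paper's tool), DESeq2's size factors in edgeR, no filter on low counts, a filter of at least 10 counts in every library, all 8 libraries in one fit, a replicate block, the block with all 8 libraries, calls by adjusted p alone, gseapy 1.3.1 prerank with 1000 permutations, and each library left out in turn. The block pairs libraries by the replicate numbers in their GEO labels, which all come from the same cell line. Whether equal numbers mark libraries made together is not stated, so the pairing was checked by the correlation, across genes, of the deviations of same-numbered libraries from their group means, with a pseudocount of 0.5. That correlation lay between -0.138 and 0.131 over the 6 pairs of conditions. The gene lists, the comparisons, the naming rule and these alternatives were set before the data were examined. A block with crossed replicate numbers for the comparison of Hira with Ubn2 depletion, and the cadherin list without clustered protocadherins, adjusted over its own pair of tests, were added afterwards. Prior degrees of freedom were infinite in block and crossed fits of 2 groups and in fits with no filter on low counts. Gene variances there came wholly from their trend, so those p-values and calls of genes are not stronger evidence than the others. Each group has 2 libraries, which leaves no regroupings with which to judge the counts of genes.

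Of the 27 explanations tested in the closing section, 16 had their test set before its result was seen and 11 were chosen after. The models were tested on simulated counts with 200 genes changed by a log2 fold change of 1.5. Of the 194 changed genes that passed the filter among 18649 genes tested, 89.2% were called, with 7 unchanged genes called. DESeq2's Wald test called 77.5% of the 200 changed genes among 19035, with 0 unchanged genes called. The replicate block called 87.1% of the same 194, with 6 unchanged genes called.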

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

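The tests on markers silent in other libraries, heart transcription factors, library scaling, shared controls and whole chromosomes were chosen only after the results they bear on had been seen, and the heart muscle signal was noticed while the genes with the largest changes were being examined.

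The paper reports 2-cell genes in its RNA-seq after Ubn2 depletion. The same list was higher after Hira depletion, with a median log2 fold change of 2.00 (28 of 29 genes, adjusted p = 2.39e-12 from limma's camera test), and after Ubn1 depletion, with a median of 1.48 (24 of 25 genes, adjusted p = 2.27e-19). With a replicate block these medians were 1.94 (adjusted p = 1.74e-11) and 1.46 (adjusted p = 1.34e-17). A trend on GC content and transcript length across all genes accounts for little of this, since the medians were 2.03 and 1.57 after it was taken off. DESeq2's size factors gave 1.99 and 1.48, but they move all genes of a library alike and cannot decide on these genes. No chromosome's median departed from that of all genes further than -0.0900 after Hira depletion (chromosome X) or -0.0576 after Ubn1 depletion (chromosome 13). The list was higher after Ubn2 than after Ubn1 depletion by a median of 0.99 (32 of 32 genes, adjusted p = 4.78e-10), and higher after Hira than after Ubn1 depletion by 0.50 (26 of 29 genes, adjusted p = 0.0243). The depletions therefore differ, but this does not show how much of the rise after Hira or Ubn1 depletion comes from the shared controls. By RT-qPCR, the paper reports MERVL activated after Hira depletion and modestly after Ubn1 depletion (Fig. 2a, c). It also cites earlier work in which Hira repressed the 2-cell fate. That RT-qPCR did not measure the genes of this list. A deviation of the shared controls therefore remains as an explanation for them. Reads shared between near-identical copies remain as another. Members without close copies had a median of 0.36 after Hira depletion (4 of 5 genes higher, adjusted p = 0.126) and 0.51 after Ubn1 depletion (3 of 4 higher, adjusted p = 0.0328), both less than a 1.5-fold change. These medians hide a split, with Tmem92 at 2.02 and Ddit4l at 1.70 after Hira depletion and Tmem92 at 1.70 after Ubn1 depletion, rises that sharing with close copies does not account for. For the other members, a rise of the copies as a group and a rise of one member whose reads spread to the others cannot be told apart here. Whether more cells became 2-cell like was not tested.

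Members of the 2-cell list without close copies, a subset the paper does not examine, were higher after Ubn2 depletion, with a median of 0.76 (5 of 5 genes, adjusted p = 0.0234 from camera over 39 tests). Read sharing was the explanation this subset was meant to test. No biological explanation was tested for it.

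A list of neuronal marker genes, which the paper does not discuss by name, was higher after Hira depletion with a median of 0.59 (9 of 12 genes, adjusted p = 6.39e-05 from camera) and lower after Ubn2 depletion with a median of -0.84 (1 of 11 higher, adjusted p = 0.00039). Its members Nefl, Nefm, Stmn2, Elavl3 and Tubb3 are also members of the nervous system list, so it is not independent of that result. The difference between the depletions was not tested on this list, and neither a technical nor a biological explanation was tested for it.

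Heart muscle genes rose after Ubn2 depletion, beyond the muscle contraction terms of the paper's Fig. 4H. The 18 genes in which this was noticed had a median log2 fold change of 4.88 (18 of 18 higher, adjusted p = 2.34e-64 from camera), and since they were picked for their rise that value is a description. Of heart muscle genes not looked at before, 24 were tested and had a median of 2.94 (22 of 24 higher, adjusted p = 6.17e-13). Over the 46 genes of both lists, the Ubn2 libraries had 647 and 436 CPM, and the other 6 libraries between 84.3 and 109. Endothelial marker genes were also higher after Ubn2 depletion, with a median of 0.70 (10 of 15 genes, adjusted p = 1.09e-05), but they were higher after Hira depletion (median 0.32, 9 of 13 genes, adjusted p = 6.39e-05) and Ubn1 depletion (median 0.22, 8 of 13 genes, adjusted p = 0.00101) as well. At least 10 counts in both Ubn2 libraries and at most 3 in each of the others were found for 15 genes. After their values were seen, these were listed as Col3a1, Cd93, Fabp4, Trim55, Postn, Cd36, Pcdh7, Lmod2, Cav3, Hbb-bs, Pln, Gm47644, Ckmt2, Sash3 and Smpx. By the same rule, 5 genes had counts only in the Hira libraries, and 0 only in the Ubn1 or the control libraries.

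One candidate explanation is RNA from heart tissue in the Ubn2 libraries. It predicted a rise of the markers of blood, endothelium and fibroblasts as one list, and their median was 0.42 (19 of 29 genes, adjusted p = 0.00588 from camera). The value of Kdr, one of these markers, had been seen before. The same list had medians of 0.54 after Hira depletion (18 of 27 genes, adjusted p = 0.000675) and 0.06 after Ubn1 depletion (14 of 25 genes, adjusted p = 0.0143), so this rise does not separate the Ubn2 libraries from the others. Markers of these cells with at most 3 counts in each library of the other groups held 128 counts in the Ubn2 libraries, on 7 of 11 markers (Hbb-bt, Epb42, Emcn, Gpihbp1, Cd36, Tcf21 and Dpt). Markers picked the same way for the other groups held 3 counts in the control, 4 in the Hira and 5 in the Ubn1 libraries. That count is consistent with a small amount of RNA from blood, vessels or connective tissue. A source in a fixed proportion in each Ubn2 library predicted equal replicate shares across heart muscle genes within counting noise. The chi-square per degree of freedom was 2.99, over the limit of 2 set for it, and 2.08 for the genes in which the rise was noticed. Other called genes with a log2 fold change over 2 gave 4.19, and all genes between the Ubn2 libraries 14.2, so that limit could hardly be met and decides nothing. The heart muscle genes shifted together, with 61.4% of the added counts in replicate 1 (16 of 19 genes lower in replicate 2) and 64.5% for the genes noticed before (18 of 18), against 52.5% expected from library size and 53.5% for the other called genes (138 of 255 lower). A common shift may come from one source of RNA or from a share of heart-like cells that differs between the libraries. Of the skeletal muscle, liver and neuronal lists, liver alone had a median above 0 (0.46, 3 of 3 genes, adjusted p = 0.434), below those of the heart lists. Skeletal muscle (-0.27) and neurons (-0.84) were lower, so a tissue other than heart is unlikely among those listed. Atrial muscle markers did not rise (median -0.54, 0 of 2 genes higher, adjusted p = 0.457 from camera), but 2 genes are too few to decide on a source.

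Heart muscle cells formed by the ESCs are the biological alternative. Heart transcription factors had a median of 0.49 after Ubn2 depletion (5 of 6 genes higher, adjusted p = 0.641 from camera). The same list had medians of 1.06 after Hira depletion (3 of 5 genes, adjusted p = 0.23) and -0.32 after Ubn1 depletion (1 of 4 genes, adjusted p = 0.434). It does not separate the Ubn2 from the Hira libraries, and with only 6 genes tested it does not settle the question. The rise of heart muscle genes after Ubn2 depletion therefore cannot be told apart from RNA of heart tissue in these libraries. Both libraries are from the same condition, and the labels give no batch.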

How the results depend on the processing

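Leaving one library out leaves an arm with 1 library, so those fits gave values without tests. The retrotransposon alternatives that had been planned were not run. Results that moved are given below, and the cause was not tested for any of them.

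Among counts and percentages, 90 recomputed values stayed within 1.5 times the count or within the 95% interval of the percentage or correlation, and 19 did not. Calls by adjusted p alone gave 3357 upregulated and 3287 downregulated genes after Hira depletion, 3645 and 3473 after Ubn2 depletion, and 760 and 666 after Ubn1 depletion. DESeq2's Wald test gave 159 and 136 genes after Ubn1 depletion, where edgeR's quasi-likelihood test gave 282 and 286. The share of upregulated Ubn1 genes also called after Hira or Ubn2 depletion was 90.1% with all 8 libraries in one fit and 90.9% with a replicate block added. For downregulated genes these fits gave 65.9% and 65.5%. The share of Hira genes not called in the same direction after Ubn2 depletion that differed directly was 49.0% with DESeq2's Wald test. For the Ubn2 genes in turn it was 50.3% with DESeq2, 55.9% with all 8 libraries and 55.9% with the block added. The correlation of Hira and Ubn2 log2 fold changes was 0.386 and 0.394 with separate control libraries and 0.480 among genes with at least 10 counts in every library.

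Among the medians of gene lists, 102 recomputed values kept their direction and their side of an adjusted p of 0.05 in camera or prerank. The histone list after Hira depletion passed that threshold among genes with at least 10 counts in every library (median 0.19, adjusted p = 0.0315, within a range of 0.0315 to 0.145 over its camera alternatives) and in prerank (normalized enrichment score 1.88). The nervous system list after Ubn2 depletion changed sign with all 8 libraries in one fit (median 0.10, with adjusted p from 0.756 to 0.9 over its camera alternatives) and in prerank (normalized enrichment score 0.94, adjusted p = 0.632), without passing the threshold in either. The cadherin list without clustered protocadherins, tested after the data were seen, had a median of 0.34 after Ubn2 depletion over 23 genes (adjusted p = 0.0747 from limma's camera test, within a range of 4.58e-11 to 0.0747 over its alternatives).

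Across the fits that each left out one library, medians of 2-cell genes ranged from 1.76 to 2.30 after Hira, from 2.26 to 2.91 after Ubn2 and from 1.19 to 1.83 after Ubn1 depletion. Histones ranged from -0.0299 to 0.43 after Hira and from 1.23 to 1.48 after Ubn2 depletion. Muscle contraction genes ranged from 0.13 to 0.40 after Hira depletion and cholesterol genes from -0.29 to -0.18. Nervous system genes ranged from 0.56 to 0.69 after Hira and from -0.0827 to 0.11 after Ubn2 depletion, and ion channels from 0.18 to 0.36 and from -0.21 to -0.0144.

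For single genes and the cholesterol list after Ubn1 depletion, 669 recomputed values stayed alike, 91 moved by more than the standard deviation between replicates, 4 lost an adjusted p under 0.05, 2 gained one and 5 changed sign. The sign changes came from leaving out a library. They were in Ubn2 after Ubn1 depletion (-0.00234 to 0.16), Sox2 (-0.0397 to 0.13), Eomes (-0.14 to 0.00623) and Fgfr2 (-0.0127 to 0.26) after Ubn2 depletion, and Fgfr2 after Ubn1 depletion (-0.000639 to 0.0748), none of which was called. DESeq2 gave no adjusted p for the 6 genes named for the largest changes after Ubn1 depletion, so they are not counted here for DESeq2. Its independent filtering left 17311 of 30789 genes without one in that comparison (mean counts under 67.1). The unadjusted Wald p of the 6 genes was between 3.06e-07 and 0.000893.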

Differences from the paper's values

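For genes changed after Ubn1 depletion, the paper's Venn diagrams show about 170 upregulated genes (Fig. 4C, read by eye) and about 160 downregulated genes (Fig. 4D, read by eye). With edgeR's quasi-likelihood test, 282 genes were upregulated and 286 downregulated. Of the alternatives set before the data were examined, DESeq2's Wald test, which the paper's methods name, gave 159 upregulated and 136 downregulated genes, within 1.5 times the paper's values. The others did not come within that range: DESeq2's size factors gave 280 and 298 genes, no filter on low counts 319 and 355, at least 10 counts in every library 264 and 270, all 8 libraries in one fit 294 and 258, a replicate block 357 and 376, the block with all 8 libraries 287 and 252, and the adjusted p alone 760 and 666.

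The paper states that genes downregulated by Hira depletion alone relate to telomere maintenance and DNA repair (Fig. 4i). The list of 24 telomere maintenance genes as a whole had a median log2 fold change of -0.10 (16 of 24 lower, adjusted p = 0.17 from limma's camera test, within a range of 0.152 to 0.246 over its camera alternatives). The enrichment among genes downregulated after Hira depletion only, which is the measure closest to the paper's, gave 4 of 24 members (odds ratio 5.39, adjusted p = 0.0468 from Fisher's exact test). Compared directly, the list was lower after Hira than after Ubn2 depletion (median -0.22, adjusted p = 0.00646 from camera). Of the 80 repair genes, 14 were downregulated after Hira depletion only (odds ratio 5.80, adjusted p = 6.56e-06 from Fisher's exact test) and 1 after Ubn2 depletion only, in the direction the paper states. The repair list as a whole was also lower after Hira than after Ubn2 depletion (median -0.12, adjusted p = 0.00313 from camera), but it had a median of -0.15 after Ubn2 depletion (57 of 80 lower, adjusted p = 0.00732 from camera, with 0.00738 to 0.0101 over its alternatives). The paper states that nervous system terms were activated by Hira and not by Ubn2 depletion (Fig. 4g). Of 43 members of the nervous system list, 14 were upregulated after Hira depletion only (odds ratio 7.23, adjusted p = 1.8e-06 from Fisher's exact test) and 6 in both depletions (odds ratio 4.14, adjusted p = 0.0322).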

Other observations

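The tests of scaling and shared controls for cholesterol genes, the test of separate controls for the correlation, and the share of seed matches among downregulated genes were chosen only after the results they bear on had been seen.

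Cholesterol biosynthesis genes, which the paper's text does not discuss for Ubn1 depletion, were lower after Ubn1 depletion, with a median log2 fold change of -0.53 (22 of 25 genes, 8 called, adjusted p = 1.02e-25 from limma's camera test, and 1.38e-27 with a replicate block). The median was -0.57 after the trend on GC content and transcript length was taken off and -0.535 with DESeq2's size factors, which move all genes of a library alike and decide nothing here. The list was lower after Ubn2 than after Ubn1 depletion by a median difference of -0.25 (21 of 25 genes, adjusted p = 0.000295), and higher after Hira than after Ubn1 depletion by 0.24 (21 of 25 genes, adjusted p = 0.00046), which does not show how much of the fall after Ubn1 depletion comes from the shared controls. The fall cannot be told apart from a deviation of those controls. A response of the pathway to the depletion of Ubn1 is a hypothesis from the same data, and an off-target effect of the shRNA was not tested for these genes.

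The rise of histone genes after Ubn2 depletion might come from more RNA without a poly(A) tail in those libraries. Small RNAs without a poly(A) tail had a median of -0.0667 (41 of 91 genes higher, adjusted p = 0.734 from camera), which gives no sign of that. The same list was lower after Hira depletion (median -0.38, 11 of 92 genes higher, adjusted p = 0.00681). The check therefore does not cover the direct difference in histone genes between Hira and Ubn2 depletion. After the trend on GC content and transcript length was taken off, the histone median was 1.27. Reads shared between histone copies were not tested. Sharing can spread a rise among copies of a type but cannot create one, so how many copies rose is not known. No biological explanation was tested.

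The correlation of the log2 fold changes after Hira and Ubn2 depletion could come from noise in the controls they share. With separate control libraries it was 0.386, against 0.513 with shared controls, so shared control noise accounts for part of it and not for most. With a single control library in common it was 0.593 and 0.562. The correlation is across genes, which are not independent replicates.

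Off-target effects of the shRNAs were tested through their seeds, by comparing genes with and without the 7-base seed match in the 3′ UTR against 7-mers of the same bases in shuffled order. The paper's text does not state which of the shRNAs of Table S1 was used for RNA-seq. For Hira shRNA1 (TTAGTAA) the difference in median log2 fold change was -0.13, and 0 of 139 shuffled 7-mers gave a difference as low. The match was found in 17.6% of the 772 downregulated genes with a 3′ UTR and in 9.37% of the other genes, and 0 shuffled 7-mers were as enriched. For Ubn2 shRNA1 (GCCAAAT) the difference was -0.0485, as low in 10 of 419 shuffled 7-mers, with the match in 11.6% of 1269 downregulated genes and 8.93% of the others. For Ubn1 shRNA1 (AAGAGAA) it was -0.0109, as low in 0 of the 20 possible shuffled 7-mers, with the match in 28.4% of 215 downregulated genes and 21.9% of the others. Seed effects of these shRNAs may therefore contribute to the downregulated genes, most for Hira shRNA1, although most downregulated genes hold no match. The seeds of Hira shRNA2, Ubn2 shRNA2 and Ubn1 shRNA2 gave differences of 0.02 (as low in 83 of 419), -0.01 (as low in 82 of 500) and 0.01 (as low in 99 of 139). The paper's rescue experiments (Fig. 3) measured the targeted genes and retrotransposons, not these genes.

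A seed effect of the control shRNA against luciferase, TAAGTAC, would raise its targets in the comparisons with control. The difference was -0.0233 after Hira depletion, -0.0226 after Ubn2 depletion and -0.000337 after Ubn1 depletion, none of them among the highest 5% of shuffled 7-mers, so the control's seed is an unlikely source of the upregulated genes. After Hira depletion, 405 of 419 shuffled 7-mers gave a difference at least as high, after Ubn2 depletion 330 and after Ubn1 depletion 57. The test assumes that the control libraries received this shRNA, whereas the paper's RNA-seq methods call the control cells wild type.

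Members of the complex, pluripotency genes and trophectodermal genes were read from the RNA-seq of undifferentiated ESCs. The paper's trophectodermal values come from RT-qPCR of cells kept in either ESC or TSC medium (Fig. 6f, g). The tests were edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Asf1a had a log2 fold change of 0.67 after Ubn2 depletion (adjusted p = 1.24e-05, called), 0.43 after Hira depletion (adjusted p = 0.00245) and 0.26 after Ubn1 depletion (adjusted p = 0.201). Cabin1 was not called in any depletion (-0.06, 0.07 and 0.16 after Hira, Ubn2 and Ubn1 depletion). Hira had log2 fold changes of 0.19 after Ubn2 depletion (adjusted p = 0.0424) and 0.25 after Ubn1 depletion (adjusted p = 0.0982). After Hira depletion, Pou5f1 had a log2 fold change of -0.31 (adjusted p = 0.00327), Nanog of 0.31 (adjusted p = 0.00569) and Sox2 of 0.19 (adjusted p = 0.0569), none of them called. Cdx2 rose by 2.82 on the log2 scale after Hira depletion (standard error 0.69, adjusted p = 0.00331), from 0.111 to 0.941 CPM. Its control libraries held 0 and 7 counts, and the value ranged from 2.09 to 7.58 when single libraries were left out. Cdx2 had too few counts to be tested in the other depletions. Eomes had log2 fold changes of 0.46 after Hira (adjusted p = 0.0325) and -0.06 after Ubn2 depletion, and Fgfr2 of -0.09, 0.13 and 0.04 after Hira, Ubn2 and Ubn1 depletion.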
